# 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction

**DOI:** 10.1371/journal.pone.0051697

**Published:** 2012-12-17

**Authors:** Harini Sampath, Vladimir Vartanian, M. Rick Rollins, Kunihiko Sakumi, Yusaku Nakabeppu, R. Stephen Lloyd

## Abstract

Oxidative damage to DNA is mainly repaired via base excision repair, a pathway that is catalyzed by DNA glycosylases such as 8-oxoguanine DNA glycosylase (OGG1). While OGG1 has been implicated in maintaining genomic integrity and preventing tumorigenesis, we report a novel role for OGG1 in altering cellular and whole body energy homeostasis. OGG1-deficient (*Ogg1^−/−^*) mice have increased adiposity and hepatic steatosis following exposure to a high-fat diet (HFD), compared to wild-type (WT) animals. *Ogg1^−/−^* animals also have higher plasma insulin levels and impaired glucose tolerance upon HFD feeding, relative to WT counterparts. Analysis of energy expenditure revealed that HFD-fed *Ogg1^−/−^* mice have a higher resting VCO_2_ and consequently, an increased respiratory quotient during the resting phase, indicating a preference for carbohydrate metabolism over fat oxidation in these mice. Additionally, microarray and quantitative PCR analyses revealed that key genes of fatty acid oxidation, including carnitine palmitoyl transferase-1, and the integral transcriptional co-activator *Pgc-1α* were significantly downregulated in *Ogg1^−/−^* livers. Multiple genes involved in TCA cycle metabolism were also significantly reduced in livers of *Ogg1^−/−^* mice. Furthermore, hepatic glycogen stores were diminished, and fasting plasma ketones were significantly reduced in *Ogg1^−/−^* mice. Collectively, these data indicate that OGG1 deficiency alters cellular substrate metabolism, favoring a fat sparing phenotype, that results in increased susceptibility to obesity and related pathologies in *Ogg1^−/−^* mice.

## Introduction

If left unrepaired, oxidative damage to DNA from exogenous oxidants, as well as endogenous metabolic byproducts, can lead to cellular transformation and ultimately to the development of tumors. Non-bulky oxidative DNA lesions are mainly repaired via the base-excision repair (BER) pathway [1]–[3], which is initiated by DNA glycosylases, such as 8-oxoguanine DNA glycosylase (OGG1), Nei endonuclease VIII-like (NEIL)1, NEIL2, NEIL3, and endonuclease III-like 1 (NTH1). These enzymes recognize and excise specific subsets of lesions, and in some cases, further process the damaged site to a single-strand break via their intrinsic apurinic/apyrimidinic lyase activity [2]–[4].

7,8-dihydro-8-oxoguanine (8-oxoG) is one of the most commonly formed oxidative lesions in the cell. Since it mispairs with A during replication, 8-oxoG is also a highly mutagenic lesion, producing G:C to T:A transversions. OGG1, a DNA repair glycosylase that localizes to both the nucleus and mitochondria, is the main enzyme responsible for identification and excision of 8-oxoG lesions [5]–[9]. OGG1 is hypothesized to play a role in several disease pathways, including various cancers [4], [10]–[16], neurological diseases such as Parkinson’s [17]–[19] and Alzheimers’ [20]–[24] disease, and aging-related pathologies [25]–[28]. A common link between these pathologies is the presence of elevated levels of oxidative stress. Another disease state that is associated with increased levels of oxidative stress is that of metabolic syndrome, which encompasses several pathologies, including increased body weight and adiposity, fatty liver, elevated triglycerides, and impaired glucose tolerance.

While it is generally postulated that oxidative stress leads to progression of disease, the molecular mechanisms that mediate this process are as yet largely unknown. Since oxidative stress can lead to damage of cellular components, including DNA, we hypothesized that the absence of a critical DNA repair protein, such as in the case of OGG1-deficient mice, would lower the cellular tolerance for oxidative stress, such as that induced by consumption of a high-fat diet. We have therefore investigated the role of OGG1 in the development of metabolic disease and report here a novel role for OGG1 in the maintenance of cellular and whole body energy balance.

## Experimental Procedures

### Animal Studies

The generation of *Ogg1^−/−^* mice backcrossed 21 times to C57BL/6J background has been previously described [15]. At OHSU, the *Ogg1^−/−^* allele was maintained through additional backcrossing to C57BL/6J and subsequent matings between *Ogg1^+/−^* mice. Age-matched male mice were exclusively used throughout this investigation. Six mice of each genotype were assigned to either chow diet or high-fat diet (HFD); this number was deemed to be the minimum required for adequate statistical power for the desired analyses based on our previous studies and similar reports in the literature. The breeding and care of animals are in accordance with the protocols approved by the Animal Care and Use Committee of Oregon Health & Science University, Portland, Oregon (Protocol Number A967). Prior to euthanasia by cervical dislocation, mice were anesthetized by CO_2_ inhalation. For *in vivo* procedures, all efforts were made to minimize discomfort and suffering, in accordance with approved animal care protocols.?For the diet studies, 12-week old mice were individually housed and given *ad libitum* access to either rodent chow or a HFD (Research Diets D12492, New Brunswick, NJ; 60% fat, 20% protein, 20% carbohydrate by calories; 5.24 kcal/g metabolizable energy) for 10 weeks. Food intake and body weights were measured weekly during this period. Body composition was measured by low-resolution NMR (Echo Medical Systems, Houston, TX) prior to and 4 weeks after the start of the feeding study.

### Energy Expenditure

Energy expenditure was measured by indirect calorimetry (Oxymax, Columbus Instruments, Columbus, OH) as previously described [29], after 4 weeks of feeding. Briefly, oxygen consumption (VO_2_) and carbon dioxide production (VCO_2_) were simultaneously determined in individually housed animals with *ad libitum* access to chow or HFD and water. Following a 48-hour acclimation period, VO_2_ and VCO_2_ were recorded for 24 hours, including a 12-hour dark and 12-hour light phase. Samples were recorded every 2 minutes with a room air reference taken every 12 minutes. Respiratory exchange ratio (RER) was calculated as the molar ratio of VCO_2_: VO_2_.

### Glucose, Insulin, and Glycogen Measurements

Glucose tolerance was assessed 7 weeks after the start of the study and was carried out as previously described [29]. Briefly, mice were fasted for 4 hours followed by i.p. injection of 10% dextrose at a rate of 1g/kg body weight. Blood was collected at the indicated intervals for assessment of plasma glucose using the glucose color reagent (Cliniqa, San Marcos, CA). Fasting plasma insulin was measured by ELISA (Millipore, St. Charles, MO). Hepatic glycogen was measured by an enzyme coupled spectrophotometric assay, as previously described [29].

### Tissue Collection and Pathology

At the end of 10 weeks of feeding, mice were euthanized by CO_2_ overdose, and tissues were collected and snap frozen in liquid nitrogen for further analyses. For histological studies, liver and adipose tissues were fixed in buffered formalin and embedded in paraffin for sectioning and H&E staining. For transmission electron microscopy analyses, fresh liver sections were fixed and submitted to the Electron Microscopy Core at OHSU for sectioning and visualization. Buffer details are presented in Supplemental Methods.

### Tissue and Plasma Lipids

Total hepatic triglycerides (TG) were analyzed using the Wako total TG kit (Wako Chemicals, Richmond, VA). For fasting plasma ketone analyses, age-matched mice were fasted overnight, and blood was collected via saphenous vein puncture. Plasma ketones were measured using the plasma β-hydroxybutyrate kit (Cayman Chemical Co., Ann Arbor, MI).

### Physical Activity

Voluntary physical activity was assessed in chow-fed 12-week old male mice, as previously described [30]. Briefly, mice were acclimated to individual housing in shoebox cages equipped with running wheels for 7 days, and voluntary wheel running was measured for 2 consecutive weeks. Activity was monitored automatically using a Mini Mitter Magnetic Switch and the VitalView Data Acquisition System (Mini Mitter, Sun River, OR).

### Mitochondrial DNA Quantitation and Gene Expression Analysis

Mitochondrial DNA content was measured as previously described [29]. DNA microarray experiments were conducted at the Affymetrix Microarray Core of the OHSU Gene Microarray Shared Resource. Gene expression was measured using the Mouse Gene ST GeneChip Array (Affymetrix, Inc., Santa Clara, Calif, www.affymetrix.com). Data visualization and exploratory analysis were conducted using GeneSifter web-based software, release 59.0 (GeoSpiza Inc., Seattle, WA). Analysis, quality control, and statistical methods are presented in Supplemental Methods. All microarray data has been deposited in GEO and may be accessed via accession number GSE35497. RNA for quantitative real-time PCR (qPCR) was isolated using Tri-reagent RT (MRC, Inc., Cincinnati, OH). 1 µg of RNA was reverse-transcribed using the Superscript III first-strand synthesis system (Invitrogen, Carlsbad, CA). qPCR was performed on a Bio-Rad iCycler qPCR instrument (Bio-Rad, Hercules, CA) using gene-specific primers. Gene expression was normalized to expression of 18S rRNA. Primer sequences are available upon request.

### Statistical Analyses

Data are expressed as mean±SEM with comparisons carried out using student’s t-test for two-group comparisons (Figure 1C) or one-way ANOVA followed by post-hoc analysis using a multiple comparison procedure with Bonferroni/Dunn post-hoc comparison in Graphpad Prism. p-values <0.05 were considered significant.

## Results

### *Ogg1^−/−^* mice have an Increased Propensity to Adiposity, Especially Upon High-fat Diet Feeding

In a previous study examining potassium bromate-induced carcinogenesis in *Ogg1^−/−^* mice, data were also presented that suggested a trend towards increased body weights in *Ogg1^−/−^* mice, relative to wild-type (WT) counterparts that were maintained on a chow diet [31]. In order to determine if body weights and body composition are indeed significantly altered in *Ogg1^−/−^* animals, male mice were individually housed at 12 weeks of age and given *ad libitum* access to either chow or a hypercaloric high-fat diet (HFD). Over the duration of the 10-week study, chow-fed WT and *Ogg1^−/−^* mice displayed similar body weights (Figure 1A). HFD-feeding significantly increased weight gain in all mice, with WT mice gaining 17.5 g on average and *Ogg1^−/−^* counterparts gaining 20.4 g over 10 weeks of feeding (Figure 1A). However, total weight gain over the 10-week feeding period was not significantly different between WT and *Ogg1^−/−^* mice on either chow or HFD (Figure 1A). Although chow-fed *Ogg1^−/−^* mice were not significantly heavier at the end of the feeding study, in a separate cohort of animals allowed to age to 12–15 months on a chow diet, *Ogg1^−/−^* mice weighed 45.1±1.40 g (n = 5) on average, compared to WT counterparts that weighed 34.5±0.87 g (n = 6; p<0.05).

**Figure 1:**
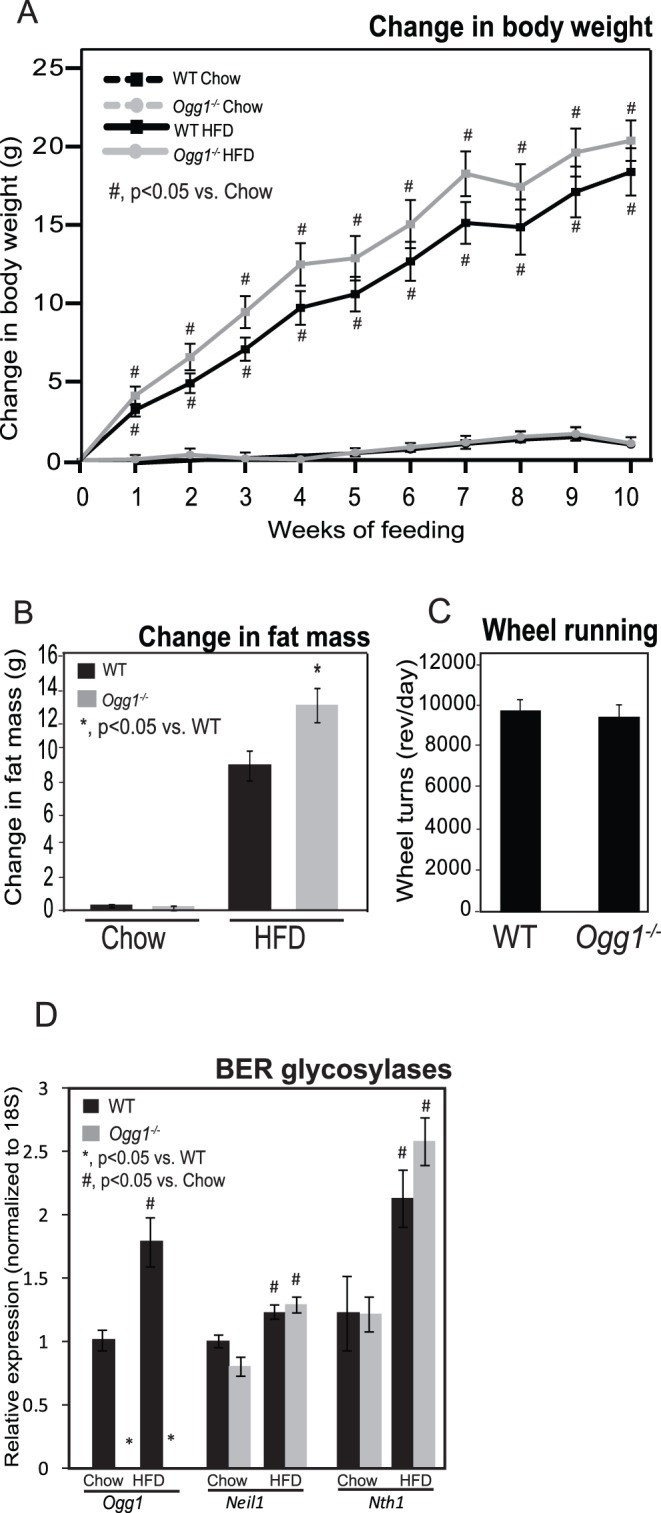
Body weight, body composition, voluntary activity, and gene expression of BER glycosylases. Body weights were measured weekly during the feeding period, and change in body weight from initial body weight was calculated (A). Body composition was measured by NMR at 0 and 4 weeks after the start of feeding, and change in fat mass was calculated (B). Voluntary physical activity was measured by recording wheel running in individually caged, chow-fed mice for 2 weeks (C). Expression of key glycosylases initiating BER of oxidized DNA was measured by qRT-PCR (D). n = 6 for each group; *, p<0.05 vs. WT, ^#^, p<0.05 vs. chow-fed mice.

In addition to body weight, body composition was also measured by NMR before and 4 weeks after the start of feeding. Fat accumulation was significantly higher in HFD-fed *Ogg1^−/−^* mice, compared to WT counterparts (Figure 1B). While WT mice gained 9.14 g of fat (a 23% increase) upon HFD-feeding, *Ogg1^−/−^* mice gained 12.95 g of fat (a 28% increase) in the same period (Figure 1B). By 12–15 months of age, body fat in the aged cohort maintained on chow diet was also significantly different, with aged *Ogg1^−/−^* animals having 32.2% of their body weight as fat mass, compared to 19.5% body fat in WT counterparts (p<0.05). These data indicate that *Ogg1^−/−^* mice have an increased propensity to adiposity with age or in response to HFD-feeding, compared to WT controls.

At the end of the feeding period, visceral and subcutaneous adipose depots were collected and weighed. Both visceral (2.66±0.12 in WT vs. 2.91±0.19 g in *Ogg1^−/−^*; p>0.05) and subcutaneous (0.92±0.09 in WT vs. 1.28±0.06 g in *Ogg1^−/−^*; p<0.05 ) adipose depots tended to be larger in HFD-fed *Ogg1^−/−^* mice, relative to WT counterparts, indicating a generalized increase in fat accumulation in these mice. Voluntary activity (Figure 1C) and food intake were not significantly different between WT and *Ogg1^−/−^* mice either on chow (4.14±0.19 g in WT vs. 4.10±0.18 g in *Ogg1^−/−^*) or HFD (2.91±0.15 g in WT vs. 3.21±0.19 g in *Ogg1^−/−^*).

While a HFD is known to induce oxidative stress, the effect of extended high-fat feeding on expression of BER glycosylases has not been characterized. Therefore, we measured the expression of three key BER glycosylases, *Ogg1*, *Neil1*, and *Nth1*, in livers of chow- and HFD-fed mice (Figure 1D). HFD-feeding increased expression of all three glycosylases in WT mice, suggesting that the BER pathway is upregulated in response to HFD-feeding. *Neil1* and *Nth1* expression were increased by HFD-feeding in *Ogg1^−/−^* mice, as well. As expected, *Ogg1* expression was undetectable in *Ogg1^−/−^* animals.

### *Ogg1^−/−^* mice have Increased Hepatic Lipid Accumulation and Impaired Glucose Tolerance

Hepatic lipid accumulation was visualized by H&E staining, and total hepatic TG was quantified. Under chow-fed conditions, there were no significant differences in hepatic TG levels between WT and *Ogg1^−/−^* mice (Figures 2A, B). However, HFD-fed *Ogg1^−/−^* mice had a more than 2-fold higher accumulation of hepatic TG, compared to WT animals (Figures 2A, B).

**Figure 2:**
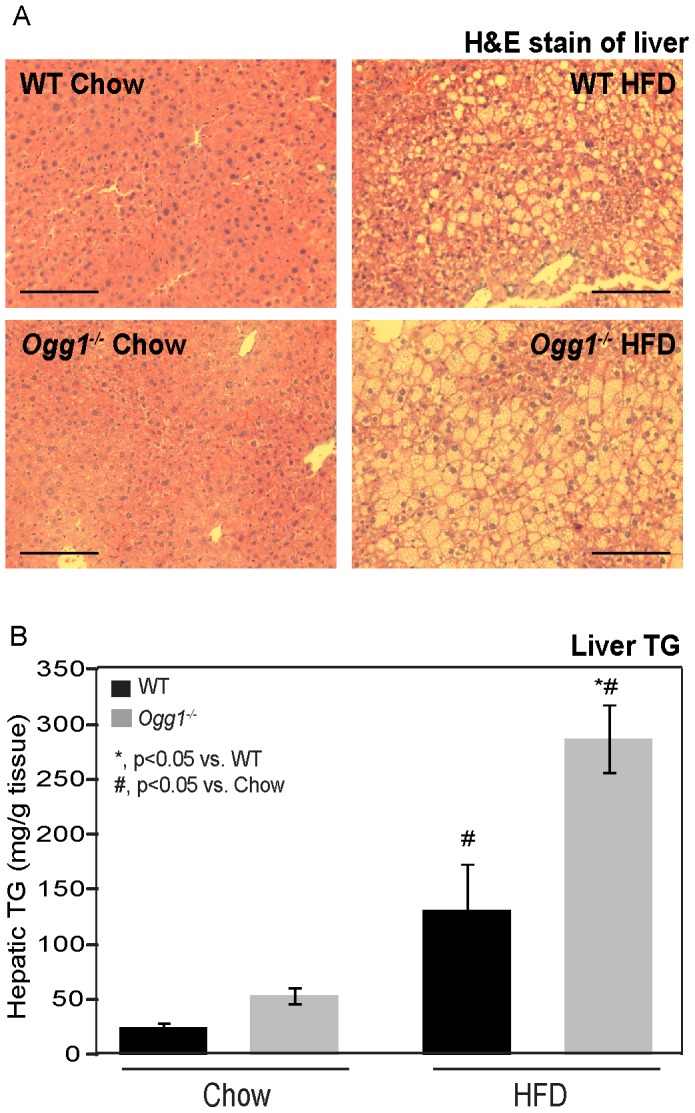
Hepatic lipid accumulation and triglyceride content. Hepatic lipids were visualized by H&E staining of formalin-fixed paraffin embedded liver tissues in chow- and HFD-fed animals (A). Images are representative of 3 animals per group. Bar represents 50 µM in all images. Hepatic triglyceride (TG) content (B) was quantified as described. n = 6 for each group; *, p<0.05 vs. WT, ^#^, p<0.05 vs. chow-fed mice.

Since increased adiposity and hepatic lipid accumulation are risk factors for insulin resistance, glucose tolerance was assessed after 7 weeks of chow or HFD-feeding. After an intraperitoneal injection of glucose, chow-fed mice showed an increase in plasma glucose that returned to baseline levels by 180 minutes after injection (Figure 3A). As anticipated, HFD-feeding resulted in greater elevations in plasma glucose after glucose injection. While starting plasma glucose levels were comparable to WT values in HFD-fed *Ogg1^−/−^* mice, glucose clearance was significantly delayed in these animals. Plasma glucose levels at 90 and 180 minutes after glucose injection were significantly higher in HFD-fed *Ogg1^−/−^* mice, relative to WT counterparts (Figure 3A). Fasting plasma insulin levels were comparable in chow-fed WT and *Ogg1^−/−^* mice (Figure 3B). HFD-feeding increased fasting plasma insulin levels by 2.2-fold in WT mice and by 5.8-fold in *Ogg1^−/−^* animals (Figure 3B). In conjunction with the delayed glucose clearance (Figure 3A), the elevated plasma insulin levels in HFD-fed *Ogg1^−/−^* mice (Figure 3B) indicate a significant impairment in insulin sensitivity in these animals, relative to WT controls.

**Figure 3:**
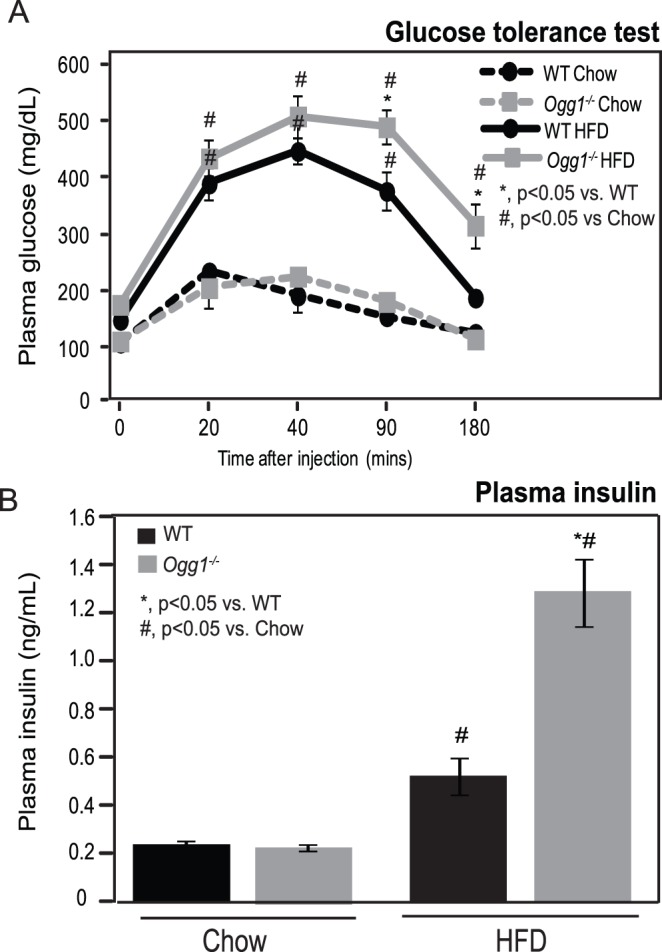
Glucose tolerance and plasma insulin. Glucose tolerance was measured by quantifying plasma glucose after an intraperitoneal injection of 1g glucose/kg BW in chow-fed and HFD-fed animals (A). Fasting plasma insulin was measured by ELISA prior to glucose injection (B). n = 6 for each group; *, p<0.05 vs. WT, ^#^, p<0.05 vs. chow-fed mice.

### Resting Respiratory Exchange Ratio, Fasting Plasma Ketones, and Hepatic Glycogen Content are Altered in *Ogg1^−/−^* mice

In order to determine if basal metabolic rates were altered due to OGG1 deficiency, O_2_ consumption and CO_2_ production were measured in chow and HFD-fed mice. There were no significant differences in O_2_ consumption or CO_2_ production between chow-fed WT and *Ogg1^−/−^* mice (Figures 4A and 4B). After HFD-feeding, CO_2_ production during the resting phase was significantly higher in *Ogg1^−/−^* mice, relative to WT animals (Figure 4C and 4D). Consistently, the respiratory exchange ratio (RER), an indicator of substrate utilization, was also significantly increased during the resting phase in HFD-fed *Ogg1^−/−^* mice (Figure 4F), relative to WT animals, indicating a slight, but significant decrease in reliance on fatty acid oxidation for energy needs during the resting phase in these animals.

**Figure 4:**
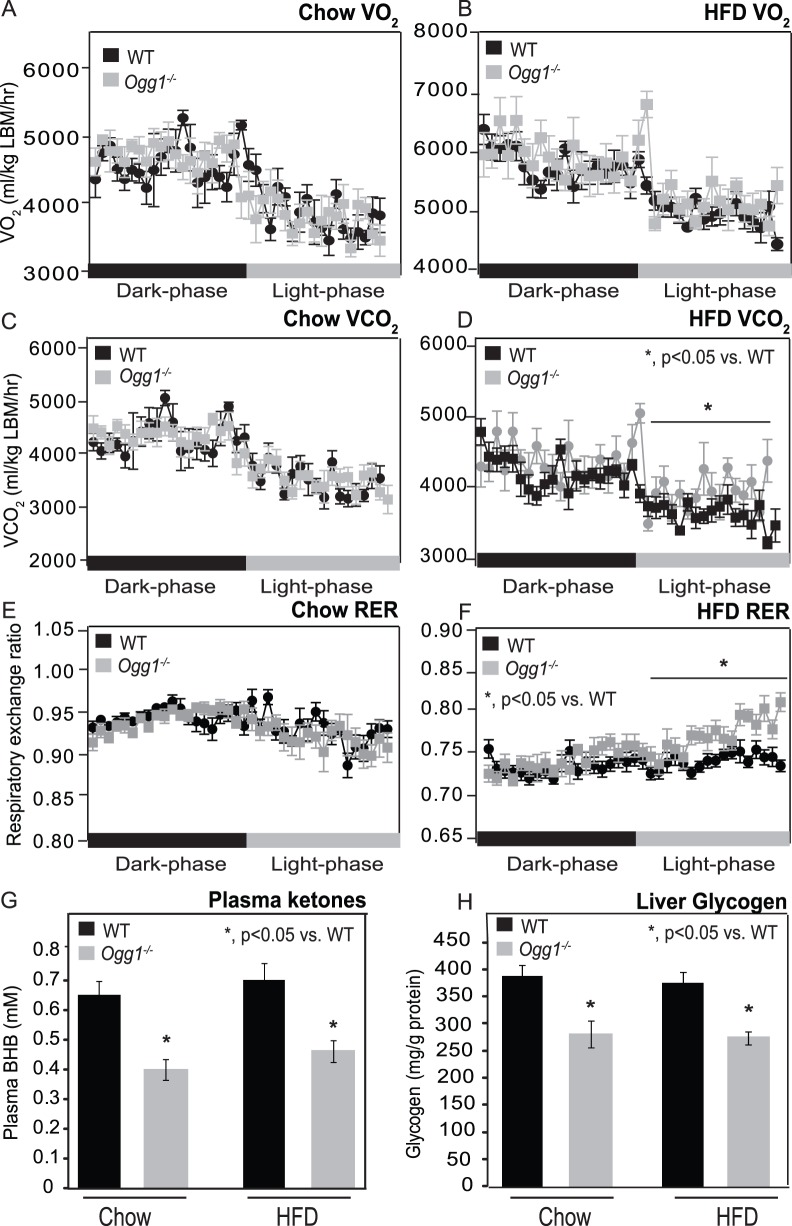
Indirect calorimetry, plasma ketones, and hepatic glycogen. O_2_ consumption (A, B), and CO_2_ production (C, D) were measured by indirect calorimetry in chow- or HFD-fed animals over consecutive dark and light cycles. Respiratory exchange ratio (RER) was calculated as VCO_2_/VO_2_ (E, F). Fasting plasma ketones were measured after an overnight fast (G). Hepatic glycogen (H) was measured in chow-fed and HFD-fed *Ogg1^−/−^* mice. n = 6 in each group; *, p<0.05 vs. WT.

Fasting plasma ketones were measured after an overnight fast to obtain an additional measure of *in vivo* fatty acid oxidation. Interestingly, in chow-fed *Ogg1^−/−^* mice, fasting plasma ketones were reduced by 39% (p<0.05), relative to WT controls (Figure 4G). HFD-fed *Ogg1^−/−^* mice also had a similar 34% decrease (p<0.05) in fasting plasma ketones, indicating reduced rates of fatty acid oxidation in *Ogg1^−/−^* mice.

Based on the significant increase in RER (Figure 4F), we hypothesized that *Ogg1^−/−^* mice may preferentially utilize carbohydrate stores to meet energy needs. Therefore, hepatic glycogen content was measured and found to be diminished by 27% (p<0.05) in both chow-fed and HFD-fed *Ogg1^−/−^* mice, relative to WT counterparts (Figure 4H). Concomitantly, we also observed a slight, but significant increase in gene expression of two rate-limiting glycolytic enzymes, glucokinase (32%; p<0.05) and phosphofructokinase (23%; p<0.05), in livers of HFD-fed *Ogg1^−/−^* mice. Taken together with the reduced fasting plasma ketones and the significant increase in resting phase RER, these data are suggestive of a decreased reliance on fatty acids as a fuel source in *Ogg1^−/−^* mice.

Since OGG1 has both nuclear and mitochondrial localization, we sought to determine if mtDNA content or mitochondrial structure was altered in *Ogg1^−/−^* mice. mtDNA abundance was measured by PCR and was not consistently reduced in all *Ogg1^−/−^* mice (Supporting Figure S1A). TEM analysis of mitochondrial density and ultrastructure in liver did not reveal differences between WT and *Ogg1^−/−^* mice (Supporting Figure S1B).

### Hepatic Lipogenic Genes are not Upregulated in *Ogg1^−/−^* Livers

To gain further insight into the mechanistic changes underlying the metabolic phenotype of *Ogg1^−/−^* animals, hepatic gene expression was assessed through a combination of high-throughput DNA microarray and quantitative real-time PCR (qPCR). 

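Liver RNA from 24 male mice was measured on the Mouse Gene ST GeneChip array, in 4 groups of 6 mice: WT and *Ogg1-/-* mice on chow, and WT and *Ogg1-/-* mice fed a HFD for 10 weeks. Feeding began at 12 weeks of age according to the paper and at 10 weeks according to the sample labels. The targeted gene was examined first. On chow, the *Ogg1* probe set had a log2 value of 6.47 ± 0.11 (SD, n = 6) in WT livers and 5.93 ± 0.06 (SD, n = 6) in *Ogg1-/-* livers. On the HFD it had a log2 value of 6.46 ± 0.08 (SD, n = 6) in WT livers and 5.87 ± 0.13 (SD, n = 6) in *Ogg1-/-* livers. In each diet, all 6 *Ogg1-/-* livers lay below every WT liver (two-sided exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). Where its probes lie relative to the deleted part of the gene is not given in the sources used here.
The deposited values are log2 values per probe set that the authors made by robust multiarray averaging (RMA), 1 array per mouse. According to the paper's methods, its own counts came from arrays normalized by GC-RMA in GeneSifter, and from Ingenuity iReport. However, 507 of the 531 matched entries of its Table S2 have a fold within 0.01 of the deposited values. Here all 35556 probe sets were tested on the deposited values with limma, in 1 fit of the 4 groups. A probe set was called when its p, adjusted by the method of Benjamini and Hochberg, was under 0.05 and its fold was at least 1.5. A gene is represented by its probe set with the highest mean signal, and 21789 probe sets carry a single gene symbol. The number of arrays limits the precision.
Mice of the same group also differed from one another. The main axis of the differences within the 2 chow groups took up 40.2% of their variation. On the HFD, the score along this axis was 32.0 ± 13.3 (SD, n = 6) in *Ogg1-/-* livers and -7.03 ± 11.1 (SD, n = 6) in WT livers, without overlap (two-sided exact permutation test, p = 0.00216). On chow it was 1.41 ± 43.5 (SD, n = 6) in *Ogg1-/-* livers and -26.4 ± 15.5 (SD, n = 6) in WT livers (two-sided exact permutation test, p = 0.156), and replicate 1 of the *Ogg1-/-* livers on chow stood apart at 80.9. That liver alone makes up 59.2% of the squared deviations along the axis within the chow groups, so the axis, and each value with it as a covariate, rests largely on 1 liver. Values given with the axis as a covariate come from a second limma fit that includes this score. That fit was chosen after the values had been seen, and it also removes any effect of OGG1 loss that runs along the axis.

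**Figure D1:**
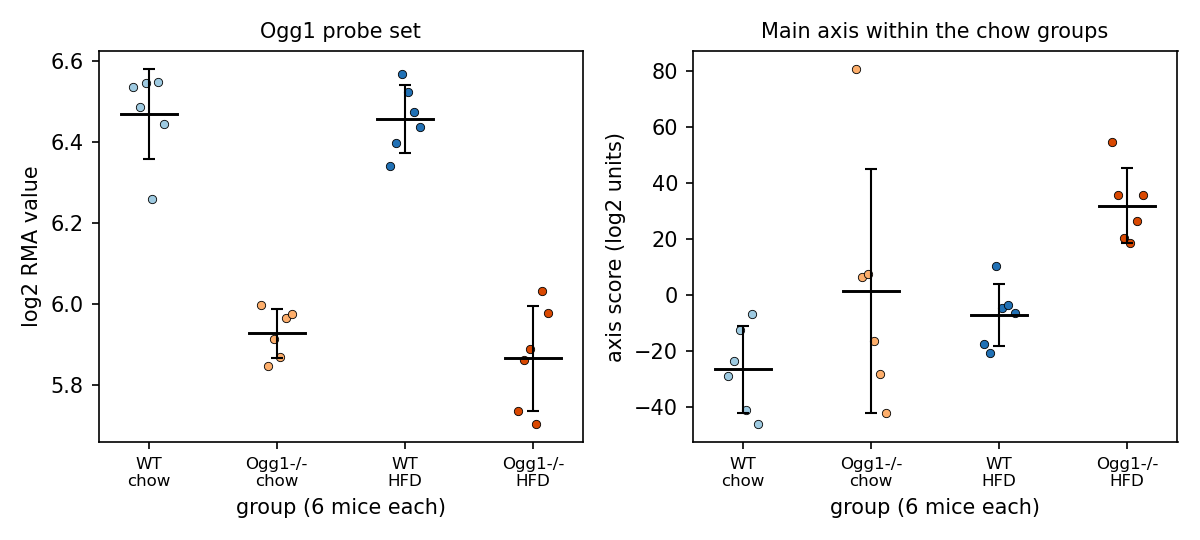
The log2 value of the *Ogg1* probe set (left) and the score along the main axis of variation within the chow groups (right, in log2 units summed over probe sets) for each of the 24 livers. Points are mice, horizontal bars are group means and vertical bars are SDs over 6 mice. The *Ogg1* values of the 2 genotypes do not overlap in either diet, and 1 *Ogg1-/-* liver on chow has an axis score of 80.9.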

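On chow, genes of the circadian clock rose in *Ogg1-/-* livers, and the largest difference without overlap between the genotypes was a fall in *Mug2*. The hour of collection is not given in the sources used here. A difference in time of day between the groups therefore cannot be told apart from an effect of OGG1 loss. In both diets, this limit also holds for any other gene whose expression follows the time of day. Of 12 clock genes that peak opposite in phase to *Arntl*, listed before the data were examined, 10 were higher in *Ogg1-/-* livers, none was lower and 2 did not pass the test (11 higher when adjusted over the list alone). The clock lists were written after clock genes had been noticed in the paper's Table S1, which comes from these arrays, and are not independent evidence of their direction. *Ciart*, a repressor of the clock, had a log2 value of 9.09 ± 0.62 (SD, n = 6) in *Ogg1-/-* livers and 6.41 ± 0.60 (SD, n = 6) in WT livers, a difference of 2.68 (standard error 0.31, adjusted p = 1.99e-05 from limma). The deubiquitinase gene *Usp2* rose by 2.28, the repressor gene *Bhlhe41* by 2.18 and the transcription factor gene *Dbp* by 1.63 on the log2 scale. *Arntl*, which encodes the clock activator BMAL1, fell by 1.56 (standard error 0.17, adjusted p = 1.21e-05 from limma). Of the 4 measured clock genes with the phase of *Arntl*, it was the 1 that passed (3 lower when adjusted over the list alone). Both clock lists were called by camera, with adjusted p = 9.47e-05 for the opposite phase and adjusted p = 0.0203 for the phase of *Arntl* with an estimated correlation.
Outside the clock, *Mug2*, which encodes a plasma proteinase inhibitor, fell by 3.09 (standard error 0.27, adjusted p = 5.39e-07 from limma). *Mug2* and *Gm10319* lie within 10 Mb of *Ogg1*. For such genes, DNA of another strain kept around the targeted allele was not told apart from OGG1 loss in either diet. *G6pc*, the catalytic subunit of glucose-6-phosphatase, fell by 0.96, and the choline kinase gene *Chka* fell by 0.95. Among called genes without overlap between the genotypes, the other largest rises were those of *AI506816*, *Wee1*, *Tmeff2*, *Per1*, *Tef* and *Coq10b*, from 0.84 to 1.47. *Cyp2b9*, which encodes a cytochrome P450, rose by 2.87 with overlap (adjusted p = 0.0384 from limma). It was not called in a fit of the chow arrays alone (adjusted p = 0.257), under the methods' t-test (0.362) or with the covariate (0.124). The other largest falls among called genes without overlap were those of *Gm11437*, *Gm10319*, *Serpinb1a*, *Clpx*, *Camk1d* and *Rnf125*. Without overlap means that all 6 *Ogg1-/-* livers lay on one side of every WT liver. The genes named as largest were picked by this rule.
In all, 86 of 35556 probe sets were called, 35 higher and 51 lower in *Ogg1-/-* livers. With the axis as a covariate 64 were called, 52 of them in both fits, and without replicate 1 of the *Ogg1-/-* livers on chow 69 were called. Without replicate 6 of that group the number was 322. In a fit of the 12 chow arrays alone, *Gm11437*, *Serpinb1a*, *Clpx*, *Camk1d*, *Coq10b* and *Rnf125* were not called (adjusted p from 0.0542 to 0.116), and under the methods' t-test neither these nor *AI506816*, *Per1*, *Gm10319* and *G6pc* were called (adjusted p from 0.0731 to 0.252). *Coq10b* lost its call without chow replicate 1 or 4 of WT or 4 of *Ogg1-/-* livers (adjusted p from 0.0504 to 0.0606), and *Rnf125* without replicate 1, 2, 4 or 6 of WT or 1, 2 or 3 of *Ogg1-/-* livers (0.0558 to 0.119) and with the covariate (0.166).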

Analysis of differentially expressed probe sets (DEPs) by GeneSifter revealed 26 probesets (10 upregulated, 16 downregulated) to be altered by at least 1.5 fold in chow-fed *Ogg1^−/−^* livers, compared to WT livers (Supporting Table S1). 

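On the HFD, the clock genes opposite in phase to *Arntl* were higher in *Ogg1-/-* livers again, 10 of 12 of them (10 higher and 1 lower when adjusted over the list alone, the lower one being *Nr1d2*, named after its value was seen). *Ciart* was higher in *Ogg1-/-* livers by 2.53 on the log2 scale (standard error 0.31, adjusted p = 0.000102 from limma), *Usp2* by 1.92, *Per1* by 1.43 and *Dbp* by 1.04, and *Clock* fell by 1.42. Of the 4 clock genes with the phase of *Arntl*, 2 were lower and *Cry1* rose by 0.35 (adjusted p = 0.0348 from limma), and the list was not called (adjusted p = 0.464 from camera). *Acot3*, which encodes a peroxisomal acyl-CoA thioesterase, had a log2 value of 9.12 ± 0.41 (SD, n = 6) in *Ogg1-/-* livers and 7.68 ± 0.55 (SD, n = 6) in WT livers. The transcription factor gene *Zbtb16* was 2.49-fold higher (adjusted p = 0.0042 from limma). *Mug2*, which lies near *Ogg1*, fell by 3.11 (standard error 0.27, adjusted p = 7.45e-07 from limma). *Idi1*, an enzyme of cholesterol synthesis, fell by 2.25 (standard error 0.36, adjusted p = 0.000888 from limma). Among called genes without overlap between the genotypes, the other largest rises were those of *Tspan4*, *H2ac4*, *Wee1* and *Srebf1*. The signal of *H2ac4* was low, with a mean log2 value of 3.56 in WT and 4.53 in *Ogg1-/-* livers, which limits what its rise shows. The other largest falls among these were those of *BC023105*, *Gm10319*, *Tmem184c*, *Fermt2*, *Pnpt1*, *Nxpe2* and *Gm11437*, between -1.67 and -1.38.
In all, 2095 probe sets were called, 388 higher and 1707 lower in *Ogg1-/-* livers, so that 81.5% of the called probe sets were lower. Of the 86 probe sets called on chow, 50 were called on the HFD too, all in the same direction, where 5.07 would be shared by independent lists. A test of whether the genotype difference itself changed with diet called 1 probe set, that of *Tmeff2*. With the axis as a covariate 191 probe sets were called, 114 higher and 77 lower, and 150 were called in both fits. *Acot3*, *H2ac4*, *Srebf1*, *Gm11437* and *BC023105* were then not called (adjusted p from 0.0566 to 0.328). Their log2 differences were then 1.27 for *Acot3* (1.44 without the covariate), 0.54 for *H2ac4* (0.97) and 0.69 for *Srebf1* (0.93). They were -0.80 for *Gm11437* (-1.38) and -0.70 for *BC023105* (-1.67). *Arntl* was at -0.55 in the covariate fit (-0.79 without it) and did not pass (adjusted p = 0.106). In that fit 1 gene with the phase of *Arntl* was lower, and 9 of the 12 opposite in phase were higher. At an adjusted p under 0.05 with no fold threshold, 3648 were higher and 3397 lower.

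**Figure D2:**
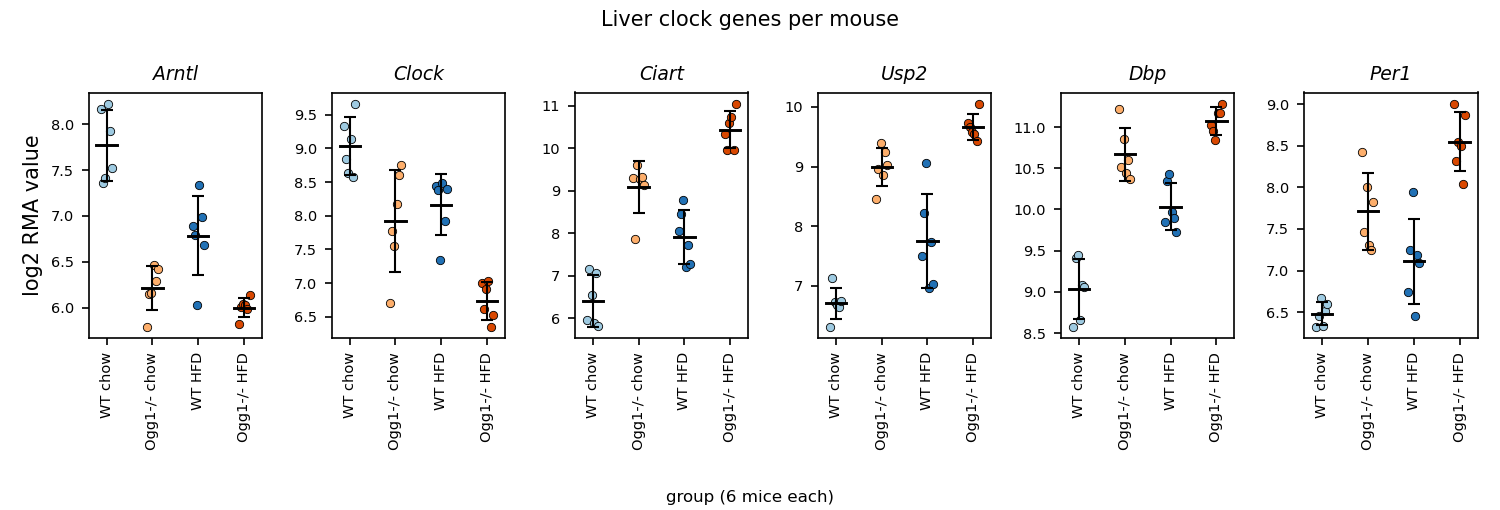
Log2 values of 6 clock genes in the livers of the 4 groups. Points are mice, horizontal bars are group means and vertical bars are SDs over 6 mice. In *Ciart*, *Usp2*, *Dbp* and *Per1* every *Ogg1-/-* liver lies above every WT liver of the same diet, and *Arntl* is lower in *Ogg1-/-* livers, with mean differences of -1.56 on chow and -0.79 on the HFD.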

After 10 weeks of HFD feeding, 1572 probesets were differentially expressed (132 upregulated and 1440 downregulated) in *Ogg1^−/−^* livers, compared to WT counterparts (Supporting Table S2). In addition to data analysis by GeneSifter, the Affymetrix data was simultaneously submitted to Ingenuity Systems for analysis via Ingenuity iReport for Gene Expression Analysis, the results of which were over 75% concordant with the GeneSifter analyses (Supporting Tables S3, S4). 

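The paper's tables were compared with the deposited values gene by gene. *Ciart* is 3.70-fold higher in the livers of HFD-fed *Ogg1-/-* mice in the paper's Table S4. Its 2 entries in the paper's Table S2 are 5.77-fold and 4.44-fold higher, the folds of its 2 probe sets here. Most folds of Table S2 are those of the deposited values, so this match is no separate check. *Mug2* is 9.12-fold lower in Table S4 and was 8.65-fold lower here. *Per1* is 2.79-fold higher there and was 2.70-fold higher here, and *Clock* is 2.86-fold lower there and was 2.68-fold lower here. Of the 1295 genes of the paper's Table S4, 1192 matched a probe set with a single symbol. Of these, 1191 went in the same direction and 1055 (88.5%) were called here in that direction. Across these genes, which are not independent replicates, the log2 folds of the table and those here correlated with r = 0.989. Of the 44 genes of Table S3 for chow, 39 matched, all 39 went in the same direction and 28 were called here.
Of the 1572 entries of the paper's Table S2, 490 genes could be matched by a symbol in their name. Of these, 416 (84.9%) were in the paper's Table S4 in the same direction and 463 (94.5%) were called here. All of these comparisons use the same 12 arrays per diet, so they compare methods of analysis and not separate mice.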

To investigate possible biological interactions and commonalities between the differentially regulated genes, DEPs identified by GeneSifter analyses were analyzed using Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene ontology terms in GeneSifter, and pathways with a z-score greater than or equal to 2.0 and less than or equal to −2.0 were considered to be enriched or underrepresented, respectively (Supporting Tables S5, S6).

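On the HFD, the listed gene groups went in different directions. The lists of cholesterol synthesis and of male- and female-biased genes were written after such genes had been noticed in the paper's Table S2, which comes from these arrays, and are not independent evidence of their direction. Of 21 measured genes of cholesterol synthesis and uptake, 13 were lower in *Ogg1-/-* livers, none was higher and 8 did not pass the test (17 lower when adjusted over the list alone). *Sqle*, squalene epoxidase, fell by 2.62 on the log2 scale (standard error 0.50, adjusted p = 0.00233 from limma), *Cyp51* by 1.90 and *Hmgcs1* by 1.65, each with overlap between the genotypes. The WT livers were far apart in *Sqle* (SD 1.72): replicates 2 and 3, at 7.05 and 7.71, lay near the *Ogg1-/-* livers (5.98 to 7.24), and the other WT livers lay between 9.16 and 10.92. The same 2 were the lowest WT livers in *Idi1*, at 9.37 and 9.83. Of 66 nuclear genes of oxidative phosphorylation, 40 were higher, 3 lower and 23 did not pass (56 higher and 4 lower when adjusted over the list alone). The changes were small: *Atp5l* rose by 0.57 and *Ndufb8* by 0.54, while *Ndufs1*, a subunit of complex I, fell by 0.59 (adjusted p = 0.0523 without replicate 1 of the *Ogg1-/-* livers on the HFD). Of 53 cytosolic ribosomal proteins, 13 were higher and 5 lower (18 and 7 when adjusted over the list alone). Of 35 genes of complement and coagulation, 18 were lower and 4 higher (18 and 5 over the list alone), with log2 differences of -1.19 for *F11*, -1.14 for *C6* and -1.03 for *F9* (adjusted p from 0.00296 to 0.0106 from limma).
Of 14 genes of bile acid synthesis and transport, 6 were lower and 1 higher (8 and 1 over the list alone). *Abcb11*, the bile salt export pump, fell by 0.98 (adjusted p = 0.00195 from limma). Of 18 genes higher in male than in female liver, 9 were lower, among them *Serpina12* (9 over the list alone). Of 14 genes higher in female liver, 3 were higher (3 over the list alone), with *Cyp2b13* up by 3.09, with overlap (standard error 0.48, adjusted p = 0.000782 from limma). Of 23 genes of the unfolded protein response, 6 were lower and 2 higher (7 and 2 over the list alone), and *Hspa5*, the chaperone BiP, fell by 0.77. Of 13 endothelial markers 7 were lower (8 over the list alone), among them *Tek*, *Kdr* and *Mrc1*.
With a preset correlation, camera called 13 of the 45 lists with at least 2 measured members, and with an estimated correlation it called 1, the clock genes opposite in phase to *Arntl* (adjusted p = 0.0462). The lists of cholesterol synthesis and of oxidative phosphorylation had adjusted p = 0.626 with an estimated correlation. With it, endothelial markers had adjusted p = 0.544 and female-biased genes adjusted p = 0.722. The covariate fit left 5 genes of cholesterol synthesis lower, and in it 2 genes of oxidative phosphorylation were higher, as were 2 of complement and coagulation, with 1 lower. It left 0 endothelial markers, 2 male-biased genes, 1 gene each of bile acids and of the unfolded protein response and 1 ribosomal protein gene lower, 1 female-biased gene higher and 0 ribosomal protein genes higher. Camera on this fit was run with the preset correlation only. It called cholesterol synthesis (adjusted p = 2.52e-10), oxidative phosphorylation (8.05e-09), female-biased genes (0.0206) and endothelial markers (0.038). It did not call male-biased genes (0.273), bile acids (0.37), complement and coagulation (0.37), the unfolded protein response (0.483) and ribosomal proteins (0.483). Whether these calls hold with an estimated correlation, as none of these lists did without the covariate, was not tested. In the covariate fit, *Hmgcs1*, *Atp5l*, *Ndufb8*, *Ndufs1*, *F11*, *C6*, *F9*, *Hspa5*, *Tek*, *Kdr* and *Mrc1* did not pass (adjusted p from 0.0586 to 0.391). Their log2 differences were then -1.37 for *Hmgcs1*, 0.31 for *Atp5l*, 0.22 for *Ndufb8*, -0.13 for *Ndufs1*, -0.65 for *F11* and -0.60 for *C6*. They were -0.27 for *F9*, -0.39 for *Hspa5*, -0.32 for *Tek*, -0.33 for *Kdr* and -0.33 for *Mrc1*.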

Given the observations of metabolic dysfunction in *Ogg1^−/−^* mice, the microarray data were queried for potential mechanisms that may explain these phenotypes. Since increased hepatic TG can occur secondary to increased *de novo* lipogenesis, we sought to determine if hepatic lipogenic genes were differentially regulated in livers of *Ogg1^−/−^* mice. 

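*Srebf1*, which encodes the SREBP-1 transcription factors, was higher in the livers of HFD-fed *Ogg1-/-* mice. Its log2 value was 10.99 ± 0.16 (SD, n = 6) in *Ogg1-/-* livers and 10.07 ± 0.32 (SD, n = 6) in WT livers. This is a difference of 0.93, or 1.90-fold (standard error 0.18, adjusted p = 0.00256 from limma), and all 6 *Ogg1-/-* livers lay above every WT liver. On chow the difference was 0.19 (standard error 0.18, adjusted p = 0.61 from limma). The change of this difference with diet had an adjusted p of 0.597. Between the diets, *Srebf1* was 2.44-fold higher on the HFD in *Ogg1-/-* livers (adjusted p = 0.000206 from limma) and 1.47-fold higher in WT livers (adjusted p = 0.163 from limma). The transcripts of the a and c forms were not told apart. The HFD difference was 0.69 with the axis as a covariate (adjusted p = 0.0566).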

The master regulator of lipogenic genes, sterol regulatory element binding protein-1c (SREBP-1c, gene ID: *Srebf*), which also regulates its own gene expression, was increased by 1.9-fold in livers of HFD-fed *Ogg1^−/−^* mice (Supporting Tables S2, S4). Interestingly, none of the classical target genes of SREBP-1c, including acetyl-CoA carboxylase (*Acc*), fatty acid synthase (*Fas*) or stearoyl-CoA desaturase-1 (*Scd1*) were found to be upregulated by either microarray or by qPCR analyses (Figure 5A). 

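On the arrays, the 3 named targets did not pass the test in HFD-fed *Ogg1-/-* livers, with the largest difference in *Acaca*. *Acaca*, acetyl-CoA carboxylase, had a log2 value of 8.62 ± 0.33 (SD, n = 6) in *Ogg1-/-* livers and 9.21 ± 0.66 (SD, n = 6) in WT livers, a difference of -0.58 (standard error 0.25, adjusted p = 0.106 from limma). *Fasn*, fatty acid synthase, differed by 0.09 (standard error 0.34, adjusted p = 0.901 from limma) and *Scd1*, stearoyl-CoA desaturase, by 0.06 (standard error 0.15, adjusted p = 0.847 from limma). The WT livers were far apart in *Fasn*, with an SD of 1.00 against 0.31 in *Ogg1-/-* livers. Among 24 genes of lipogenesis and triglyceride synthesis, 4 were higher and 2 lower in *Ogg1-/-* livers (the same numbers when adjusted over the list alone). *Acss2*, which makes acetyl-CoA from acetate, fell by 1.09 on the log2 scale (adjusted p = 0.0194 from limma), and *Gpam*, which starts glycerolipid synthesis, fell by 1.08 (adjusted p = 0.014 from limma). *Mid1ip1*, an activator of acetyl-CoA carboxylase, rose by 0.76 (adjusted p = 0.0103 from limma). Second, dimmer probe sets differed by 0.008 for *Mid1ip1* (adjusted p = 0.968) and by -0.31 for *Acaca* (adjusted p = 0.425 from limma). The list as a whole had adjusted p = 0.97 from camera. Without replicate 2 of the WT livers on the HFD, the differences were -0.27 for *Fasn*, -0.11 for *Scd1* and -0.74 for *Acaca*, the last with an adjusted p of 0.0444. *Acaca* also passed without WT replicate 3 (adjusted p = 0.0301), and *Acss2* did not without replicate 1, 4 or 6 of WT or 1 of *Ogg1-/-* livers (0.0536 to 0.0572) or in a fit of the HFD arrays alone (0.0512). Under the methods' t-test *Acss2* and *Gpam* did not pass (adjusted p = 0.101 and 0.0624). In the covariate fit 0 genes of the list passed, with *Acss2* at -0.82, *Gpam* at -0.59 and *Mid1ip1* at 0.40 (adjusted p from 0.243 to 0.304). *Acaca* was at -0.30 in that fit (adjusted p = 0.622).

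**Figure D3:**
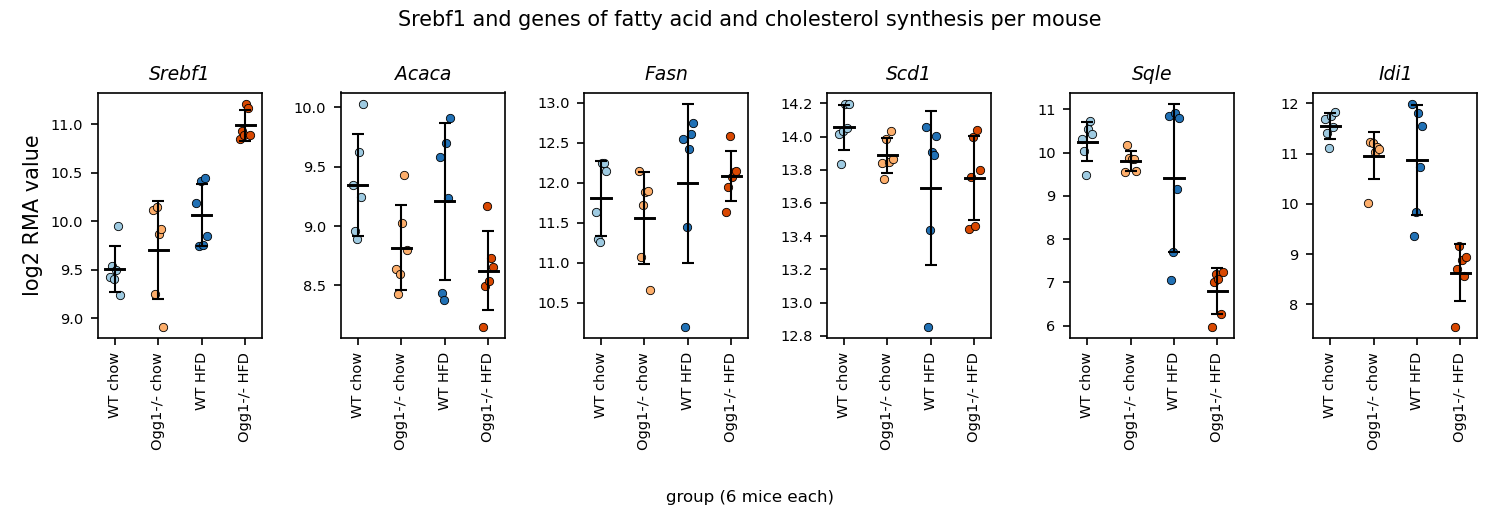
Log2 values of *Srebf1*, of 3 genes of fatty acid synthesis and of 2 genes of cholesterol synthesis in the livers of the 4 groups. Points are mice, horizontal bars are group means and vertical bars are SDs over 6 mice. On the HFD, *Srebf1* is higher and *Idi1* is lower in *Ogg1-/-* livers without overlap, and *Fasn* and *Scd1* overlap.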

In fact, all these genes were significantly lower in livers of HFD-fed *Ogg1^−/−^* mice, relative to WT counterparts. The expression of PPAR gamma co-activator -1β (*Pgc-1β*), a requisite co-activator of SREBP-1c, was also significantly lower in HFD-fed *Ogg1^−/−^* mice, relative to WT mice (Figure 5A). This downregulation of *Pgc1-β* may explain the lack of increase in hepatic lipogenic gene expression, despite a significant induction of *Srebp-1c*. Nevertheless, based on these results, the increase in hepatic lipids in *Ogg1^−/−^* mice (Figure 2A) does not appear to be a consequence of increased hepatic lipogenesis.

**Figure 5:**
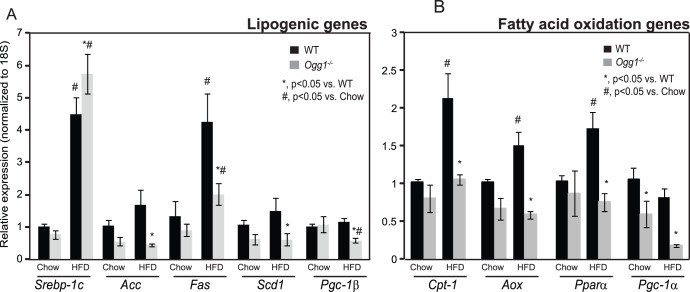
Hepatic lipogenic and fatty acid oxidation gene expression. Expression of key genes involved in hepatic lipogenesis (A) and fatty acid oxidation (B) were measured by qRT-PCR. n = 6 in each group; *, p<0.05 vs. WT, ^#^, p<0.05 vs. chow-fed mice.

### Fatty Acid Oxidation and TCA Cycle Gene Expression is Reduced in *Ogg1^−/−^* Livers

Since resting phase RER was significantly higher and plasma ketones were reduced in HFD-fed *Ogg1^−/−^* mice, expression of genes involved in fat oxidation was examined. Consistent with a reduction in fatty acid oxidation, the microarray data revealed that several genes involved in fatty acid oxidation were significantly downregulated in HFD-fed *Ogg1^−/−^* livers, relative to WT counterparts (Table 1). 

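Of the 7 genes of Table 1, which the paper chose on these samples, all 7 were lower in HFD-fed *Ogg1-/-* livers. This list is therefore not independent evidence of its direction. On chow none of the 7 passed the test in limma, 5 were lower at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. Lists drawn from textbooks, which share members with Table 1, were mixed. Of 21 measured genes of mitochondrial fatty acid oxidation, 6 were lower, 3 higher and 12 did not pass the test on the HFD (6 lower and 4 higher when adjusted over the list alone). The Table 1 genes *Acadm*, *Acsl5* and *Etfdh* are 3 of the 6. *Acad11*, an acyl-CoA dehydrogenase, fell by 0.82 on the log2 scale (standard error 0.19, adjusted p = 0.00497 from limma). Of 20 genes of peroxisomal fatty acid oxidation, 5 were lower, 5 higher and 10 did not pass (6 lower and 5 higher over the list alone), with *Eci2* of Table 1 among the lower. *Crot*, carnitine octanoyltransferase, fell by 1.19 (adjusted p = 0.00173 from limma) and *Abcd3*, a peroxisomal fatty acid transporter, by 0.64 (adjusted p = 0.0527 without replicate 1 of the *Ogg1-/-* livers), while the thioesterase *Acot4* rose by 0.78. In camera the mitochondrial list had adjusted p = 0.154 and the peroxisomal list adjusted p = 0.464. The Table 1 list had adjusted p = 9.59e-06, and adjusted p = 0.544 with an estimated correlation. When the axis was a covariate, 2 of the 7 Table 1 genes were lower at an adjusted p under 0.05, as were 1 gene of the mitochondrial and 1 of the peroxisomal list. *Acad11* (-0.33), *Abcd3* (-0.16) and *Acot4* (0.66) did not pass in that fit (adjusted p from 0.0596 to 0.43). Camera on that fit was run with the preset correlation only. Its adjusted p was 0.000105 for the Table 1 list, 0.797 for the mitochondrial list and 0.677 for the peroxisomal list. The paper sets the lower expression of the Table 1 genes beside the higher resting RER and the reduced plasma ketones, and states that it goes with a reduction in fatty acid oxidation.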

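In HFD-fed *Ogg1-/-* livers, *Cab39l*, which encodes a scaffold of the kinase LKB1, had a log2 value of 7.62 ± 0.25 (SD, n = 6) against 8.68 ± 0.34 (SD, n = 6) in WT livers. It was 2.08-fold lower (standard error 0.24 on the log2 scale, adjusted p = 0.00495 from limma). *Etfdh*, which passes electrons from fatty acid oxidation to ubiquinone, was 2.05-fold lower at 10.17 ± 0.28 against 11.20 ± 0.27 (SD, n = 6 each; adjusted p = 0.00495 from limma). *Acsl5*, which activates long-chain fatty acids, was 1.93-fold lower, and *Prkaa2*, the α2 subunit of AMPK, was 1.88-fold lower, with adjusted p = 0.00458 and 0.00439. *Ppargc1a* was 1.73-fold lower (adjusted p = 0.0056 from limma). *Acadm*, medium-chain acyl-CoA dehydrogenase, and *Eci2*, the gene that the paper calls *Peci*, were each 1.51-fold lower (adjusted p = 0.0174 and 0.0136 from limma). For each of the 7 genes, all 6 *Ogg1-/-* livers lay below the WT mean. With the axis as a covariate, *Cab39l* was 1.31-fold lower (adjusted p = 0.02) and *Etfdh* 1.31-fold lower (adjusted p = 0.0394), and the adjusted p of the other 5 lay between 0.0553 and 0.44. *Acadm* lay under the 1.5-fold threshold without HFD replicate 2, 4 or 6 of WT or 1 or 6 of *Ogg1-/-* livers (-0.57 to -0.55), *Eci2* without replicate 1 or 2 of WT or 1, 5 or 6 of *Ogg1-/-* livers (-0.58 to -0.50), and both after median centring (-0.57). *Acadm* also lay under it with array weights (-0.57).

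**Figure D4:**
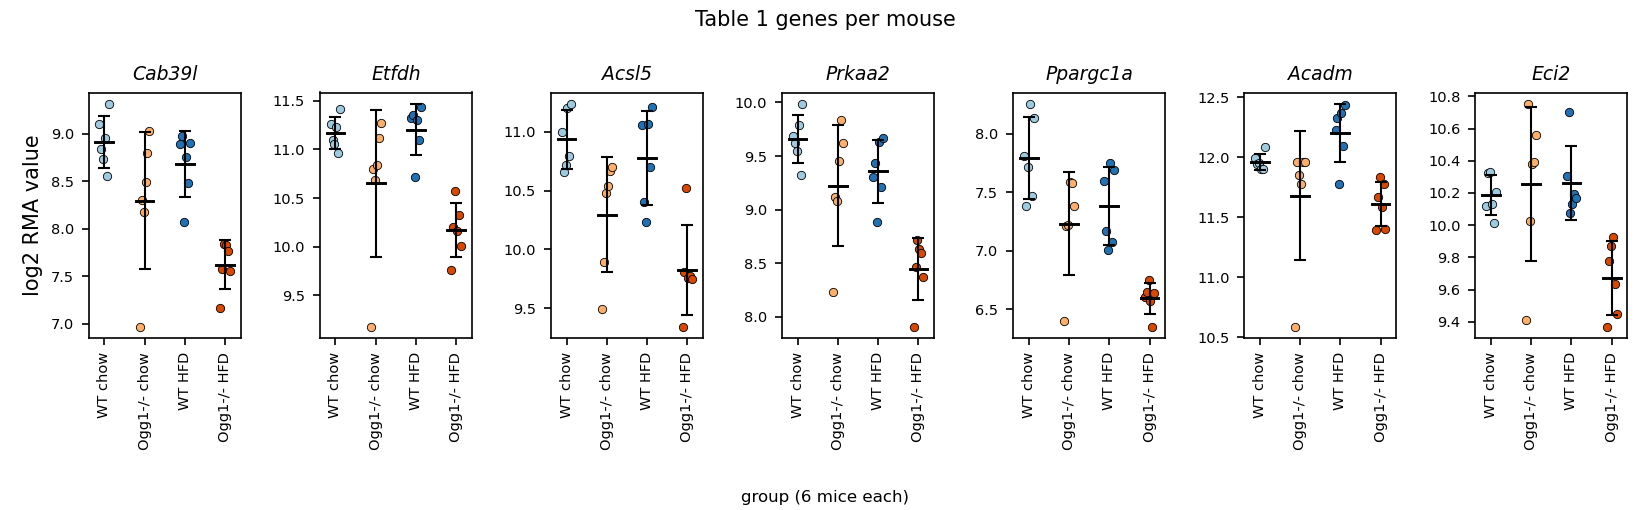
Log2 values of the 7 genes of Table 1 in the livers of the 4 groups. Points are mice, horizontal bars are group means and vertical bars are SDs over 6 mice. On the HFD the *Ogg1-/-* mean is the lower one for all 7 genes, and replicate 1 of the *Ogg1-/-* livers on chow is the lowest chow point for all 7.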

Calcium-binding protein 39-like (*Cab39l*; also termed mouse protein 25 beta), electron-transferring-flavoprotein dehydrogenase (Etfdh), long-chain acyl-coenzymeA (CoA) synthetase isoforms 5 (*Acsl5*), AMP-activated protein kinase alpha subunit 2 (AMPK*α*2), PPAR-gamma coactivator -1 alpha (*Pgc-1α*), medium chain acyl-Coenzyme A dehydrogenase (*Acadm*), and peroxisomal enoyl-CoA delta isomerase (*Peci*), were all significantly downregulated by at least 1.5-fold in HFD-fed *Ogg1^−/−^* livers (Table 1). Furthermore, *Pgc-1α*, a key regulator of fatty acid oxidation gene expression in liver, was significantly lower in livers of chow-fed (Figure 5B), as well as HFD-fed (Table 1 and Figure 5B) *Ogg1^−/−^* mice. 

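*Ppargc1a* was lower in *Ogg1-/-* livers in both diets on the arrays, and passed the test on the HFD. On the HFD its log2 value was 6.59 ± 0.13 (SD, n = 6) in *Ogg1-/-* livers and 7.38 ± 0.33 (SD, n = 6) in WT livers, a difference of -0.79 (standard error 0.18), and no *Ogg1-/-* liver reached a WT liver. On chow it was 7.23 ± 0.44 (SD, n = 6) in *Ogg1-/-* livers and 7.80 ± 0.35 (SD, n = 6) in WT livers. The chow difference was -0.57 (standard error 0.18, adjusted p = 0.149 from limma), with all 6 *Ogg1-/-* livers below the WT mean. The 2 differences were not told apart by the interaction test (adjusted p = 0.893). A second, dimmer probe set of the gene differed by -0.71 on chow and by -0.45 on the HFD (adjusted p = 0.113 and 0.132 from limma). Within *Ogg1-/-* livers, the gene was 1.56-fold lower on the HFD than on chow (adjusted p = 0.0304 from limma). Replicate 1 of the *Ogg1-/-* livers on chow had the lowest chow value, 6.40. With the axis as a covariate, the first probe set differed by -0.41 on the HFD (adjusted p = 0.152) and by -0.30 on chow (adjusted p = 0.582).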

Concomitant with the reduction in *Pgc-1α*, additional key genes of fatty acid oxidation, including carnitine palmitoyl transferase-1 (*Cpt-1*), acyl CoA oxidase (*Aox*), and peroxisome proliferator-activated receptor alpha (*Pparα*)? were also decreased in HFD-fed *Ogg1^−/−^* mice, relative to WT counterparts (Figure 5B).

**Table 1:** Fatty acid oxidation genes.

Gene ID	Fold change	Direction	adjusted p-value	Fold change qRT-PCR	Direction	p-value
**Cab39l**	2.08	Down	0.00327	3.72	Down	7.73E-05
**Etfdh**	2.05	Down	0.002688	3.43	Down	0.000125
**Acsl5**	1.93	Down	0.011995	3.12	Down	0.00311
**Prkaa2**	1.88	Down	0.004445	2.98	Down	0.001322
**Ppargc1a**	1.73	Down	0.00455	4.78	Down	0.00406207
**Acadm**	1.51	Down	0.007172	2.26	Down	0.001677
**Peci**	1.51	Down	0.009513	1.91	Down	0.038155

Genes associated with fatty acid oxidation were identified from among the significantly differentially expressed probe sets between HFD-fed WT and *Ogg1^−/−^* mice, using gene ontology terms in Gene Sifter. Gene expression changes were confirmed by qRT-PCR using gene-specific primers. n = 6 in each group. *Cab39l*, calcium binding protein 39-like, *Etfdh*, electron transfer flavoprotein-ubiquinone oxidoreductase, *Acsl5*, acyl-CoA synthetase 5, *Prkaa2*, 5′-AMP-activated protein kinase catalytic subunit alpha-2, *Ppargc1a*, Peroxisome proliferator-activated receptor gamma coactivator 1-alpha, *Acadm*, medium-chain acyl-CoA dehydrogenase, *Peci*, peroxisomal 3,2-trans-enoyl-CoA isomerase.

In addition to fatty acid oxidation, PGC-1α also regulates genes involved in TCA cycle metabolism [32]. Consistent with the reduction in *Pgc-1α* levels (Table 1 and Figure 5B), several genes involved in the TCA cycle, including dihydrolipoamide dehydrogenase (*Dld*), malate dehydrogenase 1 (*Mdh1*), and fumarate hydratase (Fh) were all reduced by at least 1.5 fold in HFD-fed *Ogg1^−/−^* mice, as indicated by microarray analysis (Table 2). 

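*Dld*, the dehydrogenase shared by the pyruvate and 2-oxoglutarate complexes, had a log2 value of 8.48 ± 0.39 (SD, n = 6) in HFD-fed *Ogg1-/-* livers and 9.23 ± 0.20 (SD, n = 6) in WT livers. It was 1.68-fold lower (standard error 0.24 on the log2 scale, adjusted p = 0.0321 from limma). *Mdh1*, the cytosolic malate dehydrogenase, was 1.64-fold lower at 11.55 ± 0.30 (SD, n = 6) against 12.26 ± 0.12 (SD, n = 6), with adjusted p = 0.00818 from limma. *Fh1*, fumarate hydratase, was 1.63-fold lower (standard error 0.20 on the log2 scale, adjusted p = 0.0159 from limma). Of 23 measured genes of the TCA cycle and pyruvate dehydrogenase, 8 were lower, 2 higher and 13 did not pass (11 lower and 3 higher when adjusted over the list alone; adjusted p = 0.166 from camera). Of these 8, 5 are genes of Table 2, which the paper chose on these samples. *Dld* lost its call without replicate 1, 2 or 6 of the WT livers or replicate 1, 2 or 6 of the *Ogg1-/-* livers on the HFD, with adjusted p from 0.0555 to 0.0907. Including the axis as a covariate, *Dld*, *Mdh1* and *Fh1* were 1.06-fold, 1.18-fold and 1.15-fold lower, with adjusted p of 0.74, 0.166 and 0.41. In that fit 0 of the 23 genes were lower and 0 higher. The list then had adjusted p = 0.502 in camera, in the direction of higher.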

Additional genes involved in TCA cycle metabolism including isocitrate dehydrogenase 3 (*Idh3a*), pyruvate dehydrogenase E1 alpha 1 (*Pdha1*), succinate-Coenzyme A ligase (*Sucla2*), aconitase 1 (*Aco1*), succinate dehydrogenase complex, subunit A (*Sdha*) were all downregulated by at least 20% in HFD-fed *Ogg1^−/−^* livers (Table 2).

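These 5 genes had smaller differences than *Dld*, *Mdh1* and *Fh1*, and 3 of them passed the test on the HFD. *Idh3a*, a subunit of isocitrate dehydrogenase, fell by 32.5% in *Ogg1-/-* livers (log2 difference -0.57, standard error 0.16, adjusted p = 0.0177 from limma). *Pdha1*, a subunit of pyruvate dehydrogenase, fell by 26.1% (adjusted p = 0.0362 from limma), and *Aco1*, the cytosolic aconitase, fell by 21.9% (adjusted p = 0.0151 from limma). *Sucla2* differed by -24.0% (adjusted p = 0.0962 from limma) and *Sdha* by -16.9%, or 1.20-fold (adjusted p = 0.0883 from limma). Both passed in a fit of the HFD arrays alone (adjusted p = 0.0104 and 0.013) and under the methods' t-test (0.0187 and 0.0113). They also passed with array weights (0.00764 and 0.00774). Neither passed with a replicate block, median or reference gene centring, dim probe sets left out, 1 probe set per gene or a trended robust prior. After quantile normalization *Sdha* passed (0.0417) and *Sucla2* did not (0.0609). For each of the 5, all 6 *Ogg1-/-* livers lay below the WT mean. The paper chose the 8 genes of Table 2 on these samples, so their shared direction is not independent evidence. All 8 were lower when adjusted over the list alone, and the list had adjusted p = 0.626 with an estimated correlation in camera. With the axis as a covariate the adjusted p of the 5 genes lay between 0.363 and 0.977, and *Sucla2* differed by 0.03.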

**Table 2:** TCA cycle metabolism genes.

Gene ID	Fold change	Direction	adjusted p-value	Fold change qRT-PCR	Direction	p-value
**Dld**	1.68	Down	0.013095	2.95	Down	0.000386
**Mdh1**	1.64	Down	0.004434	3.29	Down	0.000167
**Fh1**	1.63	Down	0.006485	3.06	Down	0.001282
**Idh3a**	1.48	Down	0.003829	2.02	Down	0.001583
**Pdha1**	**1.35**	Down	0.00929	1.86	Down	0.003487
**Sucla2**	**1.32**	Down	0.016633	2.10	Down	0.006097
**Aco1**	**1.28**	Down	0.003759	1.34	Down	0.013955
**Sdha**	**1.20**	Down	0.010029	1.56	Down	0.015946

Genes associated with TCA cycle metabolism were identified from among the significantly differentially expressed probe sets between HFD-fed WT and *Ogg1^−/−^* mice, using gene ontology terms in Gene Sifter. Gene expression changes were confirmed by qRT-PCR using gene-specific primers. n = 6 in each group. *Idh3a*, isocitrate dehydrogenase 3, *Pdha1*, pyruvate dehydrogenase E1 alpha 1, *Sucla2*, succinate-Coenzyme A ligase, *Aco1*, aconitase 1, *Sdha*, succinate dehydrogenase complex, subunit A.

## Discussion

We demonstrate here that the DNA repair glycosylase, OGG1, plays a novel role in regulating cellular energy metabolism. *Ogg1* expression is induced in response to a HFD (Figure 1D), suggesting that the repair of oxidative lesions such as 8-oxo-G by OGG1 are part of the cellular response to oxidative stress, such as that induced by a HFD. Conversely, in the absence of OGG1, a HFD led to accelerated development of several features of metabolic syndrome, including increased adiposity (Figure 1B), hepatic lipid accumulation (Figure 2), and impaired glucose tolerance upon high-fat feeding (Figure 3A). This was accompanied by increased resting RER (Figure 4F), reduced fasting plasma ketones (Figure 4G), and reduced expression of key genes of fat oxidation (Table 1 and Figure 5B), all indicating a shift in energy metabolism in *Ogg1^−/−^* mice away from fat oxidation. Taken together with the reduced hepatic glycogen content in *Ogg1^−/−^* livers (Figure 4H), these changes are indicative of a shift in cellular metabolism towards glucose utilization, over fat oxidation, in *Ogg1^−/−^* livers.

### Regulation of *Pgc-1* Transcriptional Co-activators and Fatty Acid Oxidation in Response to DNA Damage

A striking observation in *Ogg1^−/−^* mice was that of reduced levels of both *Pgc-1α* and *-1β* expression in liver. These two highly regulated transcriptional co-activators play critical roles in diverse cellular processes [33]–[35]. PGC-1β is a requisite co-activator for the lipogenic transcription factor, SREBP-1c [36]. Therefore, the reduction in *Pgc-1β* levels (Figure 5A) in *Ogg1^−/−^* livers may explain the lack of induction of *de novo* lipogenesis in *Ogg1^−/−^* mice, despite a significant increase in *Srebp-1c* message levels (Figure 5A).

PGC-1α plays tissue-specific roles in pathways ranging from mitochondrial biogenesis [35] to TCA cycle flux [32] and fatty acid oxidation [33]. Chow-fed and HFD-fed *Ogg1^−/−^* mice had significantly reduced expression of hepatic *Pgc-1α*, compared to WT counterparts. Consistently, while expression of *Cpt-1*, a *Pgc-1α* target gene, was significantly elevated in response to HFD-feeding in WT mice (Figure 5B), *Ogg1^−/−^* animals did not show a similar induction of *Cpt-1*. Furthermore, several additional genes of fatty acid oxidation were found to be reduced, especially after HFD-feeding, in *Ogg1^−/−^* mice (Table 1 and Figure 5B). In addition to these changes in gene expression, *Ogg1^−/−^* mice also had significantly reduced plasma ketone levels following an overnight fast (Figure 4G), suggesting decreased fatty acid oxidation, consistent with the observation of elevated resting phase RER (Figure 4F) in these mice.

The observation of reduced levels of *Pgc-1α* in *Ogg1^−/−^* mice after HFD is especially striking. PGC-1α has been demonstrated to be downregulated in response to DNA damage via both reduced transcription of the gene [37], as well as through increased protein degradation [3]. Furthermore, several groups have reported a decrease in *Pgc-1α* levels in breast and colon cancers [38]–[40]. Given the role of OGG1 in maintaining genomic integrity, it is therefore plausible that the reduction of *Pgc-1α* upon HFD-feeding is directly or indirectly related to the DNA repair functionality of OGG1, and that this downregulation of *Pgc-1α* mediates the metabolic phenotype observed in *Ogg1^−/−^* mice. Additional studies are underway in order to understand the precise nature of the downregulation of *Pgc-1α* in *Ogg1^−/−^* mice, including regulation of the PGC-1α protein. However, from the current study, it is clear that OGG1 deficiency alters the hepatic response to a HFD such that expression of *Pgc-1α,* as well as that of several of its key downstream target genes, is blunted in *Ogg1^−/−^* mice. To our knowledge, this is the first demonstration of a DNA repair protein being directly linked to the dietary regulation of *Pgc-1α* and as such, provides important potentially mechanistic information regarding the pathology of diet-induced metabolic disease.

### OGG1 Deficiency is Correlated with Human Metabolic Disease

In further support for a role for OGG1 in metabolic dysfunction, the Ser326Cys OGG1 polymorphism has been recently reported to be associated with Type II diabetes in both a Japanese and Mexican American population [41], [42]. While most studies investigating the consequences of human OGG1 polymorphisms have thus far been focused on the role of OGG1 in carcinogenesis, in light of the emerging evidence suggesting a role for OGG1 in maintaining energy balance, it will be interesting to determine if these common polymorphisms of human OGG1 are also associated with features of the metabolic syndrome. To our knowledge, studies investigating common gene polymorphisms and their correlations with increased body mass index have not thus far focused extensively on a role for DNA repair glycosylases such as *Ogg1* or *Neil1*. Given the emerging link between these glycosylases and metabolic syndrome, a retrospective screen of specimens collected in previous studies may help shed light on potential correlations between inactivating mutations in *Ogg1* and metabolic disease. In this regard, ongoing studies in our lab are aimed at characterizing the prevalence of common polymorphisms in the *Ogg1* gene, as well as the extent of tissue DNA damage in cohorts such as individuals undergoing bariatric surgery to determine the incidence of inactivating mutations in DNA repair genes in obese populations.

### OGG1 Acts through a Distinct Mechanism in Regulating Metabolic Parameters

We previously described a phenotype of spontaneous obesity and metabolic dysfunction in mice deficient in another BER glycosylase, NEIL1 [29], [43]. *Neil1^−/−^* mice spontaneously develop obesity on a chow diet, a phenotype that is greatly accelerated by HFD-feeding [29], [43]. This is accompanied by increased hepatic lipid accumulation and impairments in glucose tolerance in *Neil1^−/−^* mice [29], [43]. Since NEIL1 and OGG1 have very distinct substrate specificities in the repair of oxidized lesions, these similarities in phenotype with regard to the development of metabolic syndrome were completely unexpected. Indeed, a similar phenotype has not been observed in mice deficient in NEIL3 [44], despite considerable overlap in substrate specificities between NEIL1 and NEIL3. Interestingly, despite broad similarities in phenotype between *Neil1^−/−^* and *Ogg1^−/−^* mice, these two models exhibit important differences in the mechanisms underlying the observed pathologies. While overall energy expenditure was reduced in *Neil1^−/−^* mice [29], we did not observe any specific changes in RER [29] or fasting ketones in *Neil1^−/−^* animals (Sampath, Lloyd; unpublished), suggesting a generalized decrease in metabolic rate in *Neil1^−/−^* mice, rather than altered substrate preference, as observed in *Ogg1^−/−^* animals (Figures 4D,F). Furthermore, gene expression analysis of livers of *Neil1^−/−^* mice revealed a marked increase in inflammatory gene expression [29], while such a phenotype was not evident in the *Ogg1^−/−^* mice in the current study. This lack of an inflammatory response in *Ogg1^−/−^* livers, despite increased lipid accumulation, is consistent with other reports of an attenuated inflammatory response in the absence of OGG1 [45], [46], suggesting a possible role for excision of 8-oxoG and its subsequent release into the circulation in modulating the tissue inflammatory response.

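In the livers of *Ogg1-/-* mice, genes of inflammation changed in both directions. Of 28 inflammatory cytokines and chemokines, 5 were lower, 2 higher and 21 did not pass the test on the HFD (5 and 2 when adjusted over the list alone). *Il1a* fell by 0.94 on the log2 scale (standard error 0.19, adjusted p = 0.00332 from limma) and the interferon-induced chemokine *Cxcl9* by 0.86, the latter not past the test without replicate 6 of WT or 1 or 6 of *Ogg1-/-* livers (adjusted p from 0.052 to 0.0695). On chow 1 of the 28 passed, *Nfkbia*, the inhibitor of NF-κB, which rose by 0.53 (adjusted p = 0.0295 from limma). When adjusted over the list alone, 3 were higher and 2 lower on chow. Of 22 interferon-induced genes, 14 were lower and 1 higher on the HFD (14 and 1 over the list alone). *Ifit3* fell by 1.21 (adjusted p = 0.0036 from limma), *Iigp1* by 1.16 and *Ddx58*, which encodes the RNA sensor RIG-I, by 0.98. Of 20 acute phase proteins, 3 were higher and 4 lower (4 and 4 over the list alone), with *Saa1* up by 0.76 and *Hamp*, hepcidin, up by 0.70. *Saa1* did not pass without replicate 1 or 4 of WT or 1, 2 or 5 of *Ogg1-/-* livers (adjusted p from 0.0598 to 0.0697), nor *Hamp* without replicate 1 or 6 of WT or 2 of *Ogg1-/-* livers (0.0503 to 0.0636). Among 20 markers of Kupffer cells and macrophages, 3 were higher, among them *C1qa*, and 2 were lower, among them *Vsig4* (5 and 3 over the list alone). Of 14 markers of T and NK cells, *Nkg7* was higher (0 over the list alone). Of 10 neutrophil markers none passed in limma, 0 did at an unadjusted p under 0.05, and *Ly6g* had the smallest p (adjusted p = 0.18 from limma). In camera, the HFD adjusted p was 0.935 for the cytokines, 0.464 for the acute phase proteins and 9.53e-05 for the interferon-induced genes, the last with adjusted p = 0.544 with an estimated correlation. Under the methods' t-test *Saa1*, *Hamp* and *Cxcl9* did not pass (adjusted p from 0.0502 to 0.0767). In the fit with the axis as a covariate, 3 interferon-induced genes and 1 macrophage marker were lower, and of the cytokines, the acute phase proteins and the T and NK cell markers 0 passed. *Il1a*, *Cxcl9*, *Ifit3*, *Iigp1*, *Saa1*, *Hamp*, *C1qa* and *Nkg7* on the HFD, and *Nfkbia* on chow, did not pass in it (adjusted p from 0.0702 to 0.528). The log2 differences were then -0.50 for *Il1a*, -0.48 for *Cxcl9*, -0.61 for *Ifit3*, -0.40 for *Iigp1*, 0.57 for *Saa1* and 0.64 for *Hamp*. *Nfkbia* on chow was at 0.40. Camera on this fit was run with the preset correlation only. Its HFD adjusted p was 0.000946 for the interferon-induced genes, 0.986 for the cytokines and 0.797 for the acute phase proteins.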

Based on the results of the current study, we propose that oxidative stress, such as that resulting from HFD-feeding, results in DNA damage and a compensatory upregulation of the BER pathway to address this damage (Figures 1D, 6). In the absence of OGG1, a critical enzyme of the BER system, DNA damage goes unrepaired, leading to an aberrant response to a HFD in terms of regulation of *Pgc-1α* expression and fatty acid oxidation (Figures 4D, 4F, 4G, 5B, 6). Misregulation of these mediators leads to sparing of fat as a fuel and ultimately to lipid accumulation and obesity in *Ogg1^−/−^* mice (Figures 1B, 2, 6). These findings shed light on a novel pathway of metabolic regulation downstream of DNA damage and argue for an unexpected but critical role for OGG1 and the BER pathway in the maintenance of whole body energy balance.

**Figure 6:**
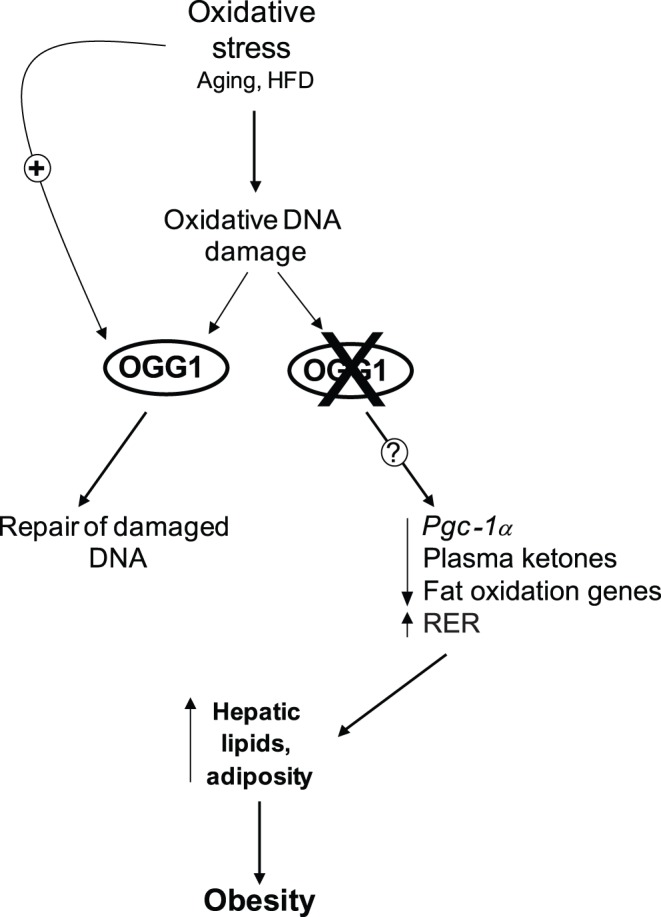
Proposed model for maintenance of metabolic health by OGG1. Oxidative stress, such as that induced by consumption of a HFD, damages cellular components, including DNA. Key BER glycosylases, such as *Ogg1*, are induced in response to this stress and help to restore genomic integrity. In contrast, in the absence of OGG1, through mechanisms that are as yet unclear, there is aberrant regulation of downstream factors such as *Pgc-1α* and fatty acid oxidation. These alterations lead to a potential fat-sparing phenotype in OGG1-deficient mice, resulting in accelerated development of hepatic steatosis and obesity upon HFD-feeding in *Ogg1^−/−^* mice.

## Supporting Information

Figure S1 **Mitochondrial DNA content and mitochondrial ultrastructure.** Mitochondrial DNA content (A, B) was measured by PCR using primers directed against two different regions of mitochondrial DNA. n = 5–6 in each group. CytoxII, cytochrome c oxidase, subunit 2; ND5, NADH dehydrogenase subunit 5. Mitochondrial density and ultrastructure in liver was also visualized by TEM (C). Images are representative of 3 animals per group. Scale bar represents 8.33 µM in all images.
(TIF) Click here for additional data file.

Table S1 **Differentially expressed probesets (DEPs) identified by GeneSifter in chow-fed** ***Ogg1^−/−^*** **livers.** Pairwise analysis of chow-fed WT vs. *Ogg1^−/−^* was performed by t-test between the groups, followed by a Benjamini and Hochberg adjustment used to correct for false discovery rates using GeneSifter software. WT mice were designated as the control group, and *Ogg1^−/−^* mice were designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.
(DOC) Click here for additional data file.

Table S2 **DEPs identified by GeneSifter in HFD-fed** ***Ogg1^−/−^*** **livers.** Pairwise analysis of HFD-fed WT vs. *Ogg1^−/−^* was performed by t-test between the groups, followed by a Benjamini and Hochberg adjustment used to correct for false discovery rates using GeneSifter software. WT mice were designated as the control group, and *Ogg1^−/−^* mice were designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.
(DOC) Click here for additional data file.

Table S3 **DEPs identified by iReport in chow-fed** ***Ogg1^−/−^*** **livers.** Pairwise analysis of chow-fed WT vs. *Ogg1^−/−^* was conducted by iReport (Ingenuity Systems, Redwood City, CA), with WT mice were designated as the control group, and *Ogg1^−/−^* mice designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.
(DOC) Click here for additional data file.

Table S4 **DEPs identified by iReport in HFD-fed** ***Ogg1^−/−^*** **livers.** Pairwise analysis of HFD-fed WT vs. *Ogg1^−/^*was conducted by iReport (Ingenuity Systems, Redwood City, CA), with WT mice were designated as the control group, and *Ogg1^−/−^* mice designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.
(DOC) Click here for additional data file.

Table S5 **KEGG Pathway analysis of DEPs in chow-fed** ***Ogg1^−/−^*** **livers.** DEPs that were altered by at least 1.4 fold in chow-fed *Ogg1^−/−^* livers, relative to WT livers, were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) in GeneSifter. All pathways with an associated z-score >2.0 or <−2.0 are presented. n = 6 per group. n = 6 in each group.
(DOC) Click here for additional data file.

Table S6 **KEGG Pathway analysis of DEPs in HFD-fed** ***Ogg1^−/−^*** **livers.** DEPs that were altered by at least 1.4 fold in HFD-fed *Ogg1^−/−^* livers, relative to WT livers, were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) in GeneSifter. All pathways with an associated z-score >2.0 or <−2.0 are presented. n = 6 per group.
(DOC) Click here for additional data file.

Methods S1 **Supporting Methods.**
(DOC) Click here for additional data file.

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S1 — Differentially expressed probesets (DEPs) identified by GeneSifter in chow-fed Ogg1−/− livers. Pairwise analysis of chow-fed WT vs. Ogg1−/− was performed by t-test between the groups, followed by a Benjamini and Hochberg adjustment used to correct for false discovery rates using GeneSifter software. WT mice were designated as the control group, and Ogg1−/− mice were designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.

**Supporting Table S1**: **Differentially expressed probe sets (DEPs) in chow-fed *Ogg1-/-* livers, compared to chow-fed WT livers, from Gene Sifter analysis**

| **Gene ID** | **Ratio** | **Direction** | **adj. p-value** |
| --- | --- | --- | --- |
| Murinoglobulin 2 (Mug2) | 8.53 | Down | 0.00776277 |
| Murinoglobulin 2 (Mug2) | 7.11 | Down | 0.00776277 |
| Gene model 129, (NCBI) | 6.42 | Up | 0.02071599 |
| Gene model 129, (NCBI) | 5.24 | Up | 0.0106036 |
| Ubiquitin specific peptidase 2 | 4.86 | Up | 0.00067568 |
| Basic helix-loop-helix family, member e41 (Bhlhe41) | 4.52 | Up | 0.00055686 |
| D site albumin promoter binding protein | 3.09 | Up | 0.01318762 |
| Aryl hydrocarbon receptor nuclear translocator-like | 2.94 | Down | 0.01258139 |
| WEE 1 homolog 1 (S. pombe) | 2.64 | Up | 0.00067568 |
| RIKEN cDNA 4933409K07 gene | 2.64 | Down | 0.0098155 |
| RIKEN cDNA 4933409K07 gene | 2.6 | Down | 0.01162746 |
| Transmembrane protein with EGF-like and two follistatin-like domains 2 | 2.46 | Up | 0.00055686 |
| RIKEN cDNA 4933409K07 gene | 2.4 | Down | 0.03366017 |
| RIKEN cDNA 4933409K07 gene | 2.4 | Down | 0.03366017 |
| PREDICTED: Mus musculus hypothetical protein LOC100039986 (LOC100039986) | 2.32 | Down | 0.00739919 |
| PREDICTED: Mus musculus hypothetical protein LOC100039986 (LOC100039986) | 2.16 | Down | 0.00739919 |
| RIKEN cDNA 4933409K07 gene | 2.07 | Down | 0.01595073 |
| RIKEN cDNA 4933409K07 gene | 2.02 | Down | 0.01595073 |
| Choline kinase alpha | 1.94 | Down | 0.01753803 |
| Thyrotroph embryonic factor (Tef), transcript variant 2 | 1.87 | Up | 0.01162746 |
| predicted gene 10628 | 1.71 | Down | 0.03424731 |
| BH3 interacting domain death agonist | 1.68 | Down | 0.0331303 |
| Kruppel-like factor 13 (Klf13) | 1.66 | Up | 0.00739919 |
| 3-phosphoadenosine 5-phosphosulfate synthase 1 (Papss1) | 1.62 | Down | 0.04707852 |
| Suppression of tumorigenicity 5 | 1.6 | Down | 0.04015151 |
| Sulfatase modifying factor 1 (Sumf1) | 1.6 | Up | 0.00347096 |

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S2 — DEPs identified by GeneSifter in HFD-fed Ogg1−/− livers. Pairwise analysis of HFD-fed WT vs. Ogg1−/− was performed by t-test between the groups, followed by a Benjamini and Hochberg adjustment used to correct for false discovery rates using GeneSifter software. WT mice were designated as the control group, and Ogg1−/− mice were designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.

**Supporting Table S2**: **DEPs in HFD-fed *Ogg1-/-*livers, compared to HFD-fed WT livers, from Gene Sifter analysis**

*In some instances, where a gene name is not available, a gene ID has been provided instead

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S3 — DEPs identified by iReport in chow-fed Ogg1−/− livers. Pairwise analysis of chow-fed WT vs. Ogg1−/− was conducted by iReport (Ingenuity Systems, Redwood City, CA), with WT mice were designated as the control group, and Ogg1−/− mice designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.

**Supporting Table S3: DEPs in chow-fed *Ogg1-/-*livers, compared to chow-fed WT livers, from iReport analysis**

| **Gene Symbol** | **Fold Change** | **P-Value** |
| --- | --- | --- |
| **Usp2** | 5.102365 | 3.20393E-06 |
| **Bhlhe41** | 4.312267 | 3.20393E-06 |
| **Gm129** | 4.046061 | 0.000814563 |
| **Rgs16** | 3.472978 | 0.035639942 |
| **Dbp** | 2.778841 | 0.000881202 |
| **Tmeff2** | 2.631569 | 6.07757E-05 |
| **Wee1** | 2.619596 | 6.03275E-05 |
| **Ugt1a7c** | 2.218517 | 0.028844094 |
| **Per1** | 2.009449 | 0.022148903 |
| **Per3** | 1.961375 | 0.000918609 |
| **Gabrb3** | 1.828627 | 0.010920984 |
| **Tef** | 1.789967 | 0.00328732 |
| **Coq10b** | 1.763748 | 0.049108745 |
| **Nrg4** | 1.737532 | 0.029987339 |
| **Klf13** | 1.644481 | 0.009486482 |
| **N4bp2l1** | 1.602005 | 0.005946374 |
| **1600002H07Rik** | 1.587143 | 0.03691056 |
| **Sumf1** | 1.58067 | 0.000259796 |
| **Plekhf1** | 1.543562 | 0.027111724 |
| **Stbd1** | 1.528851 | 0.035088938 |
| **Mtss1** | 1.509797 | 0.00064285 |
| **Adrb3** | -1.52636 | 0.044582085 |
| **Apobec1** | -1.59897 | 0.038268093 |
| **Cyp8b1** | -1.61308 | 0.036520157 |
| **St5** | -1.61589 | 0.010920984 |
| **Csrp3** | -1.65389 | 0.0043035 |
| **Papss1** | -1.67793 | 0.000814563 |
| **Cenpm** | -1.6819 | 0.047536049 |
| **Trim13** | -1.69947 | 0.036520157 |
| **Bid** | -1.71443 | 0.000270754 |
| **G6pc** | -1.78319 | 0.005946374 |
| **Camk1d** | -1.78623 | 0.044582085 |
| **Rnf125** | -1.8097 | 0.023135232 |
| **Rdh11** | -1.8498 | 0.029987339 |
| **Clpx** | -1.98136 | 0.042931044 |
| **Chka** | -2.00384 | 0.004753626 |
| **Gm11437** | -2.34623 | 0.035088938 |
| **Aqp8** | -2.49254 | 0.010920984 |
| **Gm10319** | -2.59182 | 0.01708506 |
| **Mug-ps1** | -2.65517 | 0.028955923 |
| **Nipal1** | -2.66148 | 0.042931044 |
| **Arntl** | -2.70849 | 0.000814563 |
| **Npas2** | -2.78701 | 0.030556972 |
| **Mug2** | -7.63087 | 3.20393E-06 |

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S4 — DEPs identified by iReport in HFD-fed Ogg1−/− livers. Pairwise analysis of HFD-fed WT vs. Ogg1−/was conducted by iReport (Ingenuity Systems, Redwood City, CA), with WT mice were designated as the control group, and Ogg1−/− mice designated as the experimental group. Probesets that were differentially expressed by at least 1.5 fold and with an adjusted p<0.05 are presented. n = 6 in each group.

**Supporting Table S4**: **DEPs in HFD-fed *Ogg1-/-*livers, compared to HFD-fed WT livers, from iReport analysis**

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S5 — KEGG Pathway analysis of DEPs in chow-fed Ogg1−/− livers. DEPs that were altered by at least 1.4 fold in chow-fed Ogg1−/− livers, relative to WT livers, were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) in GeneSifter. All pathways with an associated z-score >2.0 or <−2.0 are presented. n = 6 per group. n = 6 in each group.

| **KEGG Pathway** | **List of DEPS** | **Up** | **Down** | **Gene Set** | **z-score (Up)** | **z-score (Down)** |
| --- | --- | --- | --- | --- | --- | --- |
| **Circadian rhythm - mammal** | 2 | 1 | 1 | 21 | 8.54 | 6.93 |
| **Adipocytokine signaling pathway** | 1 | 0 | 1 | 66 | -0.21 | 3.75 |
| **Alzheimer's disease** | 1 | 0 | 1 | 161 | -0.32 | 2.18 |
| **Amyotrophic lateral sclerosis (ALS)** | 1 | 0 | 1 | 55 | -0.19 | 4.15 |
| **Apoptosis** | 1 | 0 | 1 | 85 | -0.23 | 3.25 |
| **Base excision repair** | 1 | 0 | 1 | 34 | -0.15 | 5.38 |
| **Cell cycle** | 1 | 1 | 0 | 123 | 3.32 | -0.35 |
| **Glycerophospholipid metabolism** | 1 | 0 | 1 | 76 | -0.22 | 3.46 |
| **Lysosome** | 1 | 1 | 0 | 119 | 3.39 | -0.34 |
| **Natural killer cell mediated cytotoxicity** | 1 | 0 | 1 | 134 | -0.3 | 2.46 |
| **p53 signaling pathway** | 1 | 0 | 1 | 67 | -0.21 | 3.72 |
| **Protein processing in endoplasmic reticulum** | 1 | 1 | 0 | 163 | 2.82 | -0.4 |
| **Purine metabolism** | 1 | 0 | 1 | 160 | -0.32 | 2.19 |
| **Selenoamino acid metabolism** | 1 | 0 | 1 | 23 | -0.12 | 6.61 |
| **Sulfur metabolism** | 1 | 0 | 1 | 10 | -0.08 | 10.14 |
| **Viral myocarditis** | 1 | 0 | 1 | 80 | -0.23 | 3.36 |

**Supporting Table S5**: **KEGG Pathway analysis of DEPs in chow-fed *Ogg1-/-* livers**

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Table S6 — KEGG Pathway analysis of DEPs in HFD-fed Ogg1−/− livers. DEPs that were altered by at least 1.4 fold in HFD-fed Ogg1−/− livers, relative to WT livers, were annotated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) in GeneSifter. All pathways with an associated z-score >2.0 or <−2.0 are presented. n = 6 per group.

**Supporting Table S6**: **KEGG Pathway analysis of DEPs in HFD-fed *Ogg1-/-* livers**

| **KEGG Pathway** | **List of DEPS** | **Up** | **Down** | **Gene Set** | **z-score (Up)** | **z-score (Down)** |
| --- | --- | --- | --- | --- | --- | --- |
| **Metabolic pathways** | 123 | 39 | 84 | 1112 | 2.5 | -1.08 |
| **Pathways in cancer** | 46 | 8 | 38 | 318 | 0.07 | 2.37 |
| **RNA transport** | 39 | 8 | 31 | 157 | 2.16 | 5.21 |
| **Ubiquitin mediated proteolysis** | 36 | 7 | 29 | 134 | 2.09 | 5.61 |
| **Endocytosis** | 32 | 3 | 29 | 212 | -1 | 2.84 |
| **Protein processing in endoplasmic reticulum** | 32 | 6 | 26 | 163 | 1.02 | 3.54 |
| **Spliceosome** | 27 | 12 | 15 | 122 | 5.32 | 1.58 |
| **Hepatitis C** | 26 | 3 | 23 | 133 | -0.15 | 3.76 |
| **Insulin signaling pathway** | 24 | 6 | 18 | 134 | 1.53 | 2.14 |
| **Osteoclast differentiation** | 22 | 5 | 17 | 114 | 1.34 | 2.55 |
| **RNA degradation** | 22 | 4 | 18 | 69 | 1.8 | 5.34 |
| **Toll-like receptor signaling pathway** | 22 | 4 | 18 | 99 | 1.03 | 3.55 |
| **Complement and coagulation cascades** | 21 | 3 | 18 | 73 | 0.92 | 5.05 |
| **mRNA surveillance pathway** | 21 | 4 | 17 | 81 | 1.45 | 4.13 |
| **Chagas disease (American trypanosomiasis)** | 19 | 4 | 15 | 101 | 0.99 | 2.37 |
| **Prostate cancer** | 19 | 4 | 15 | 88 | 1.28 | 2.96 |
| **T cell receptor signaling pathway** | 19 | 3 | 16 | 108 | 0.22 | 2.44 |
| **TGF-beta signaling pathway** | 19 | 4 | 15 | 83 | 1.4 | 3.21 |
| **Small cell lung cancer** | 18 | 4 | 14 | 84 | 1.38 | 2.76 |
| **Renal cell carcinoma** | 16 | 3 | 13 | 71 | 0.97 | 3.04 |
| **RIG-I-like receptor signaling pathway** | 16 | 1 | 15 | 68 | -0.53 | 4.1 |
| **Adherens junction** | 15 | 1 | 14 | 73 | -0.6 | 3.35 |
| **B cell receptor signaling pathway** | 15 | 2 | 13 | 75 | 0.12 | 2.82 |
| **mTOR signaling pathway** | 15 | 3 | 12 | 52 | 1.55 | 3.84 |
| **NOD-like receptor signaling pathway** | 15 | 1 | 14 | 61 | -0.41 | 4.13 |
| **Pancreatic cancer** | 15 | 3 | 12 | 70 | 1 | 2.66 |
| **Systemic lupus erythematosus** | 15 | 9 | 6 | 109 | 3.95 | -1.09 |
| **Chronic myeloid leukemia** | 14 | 3 | 11 | 72 | 0.94 | 2.13 |
| **Melanoma** | 14 | 3 | 11 | 70 | 1 | 2.23 |
| **Acute myeloid leukemia** | 13 | 4 | 9 | 56 | 2.28 | 2.09 |
| **Non-small cell lung cancer** | 13 | 3 | 10 | 53 | 1.51 | 2.77 |
| **Aminoacyl-tRNA biosynthesis** | 11 | 2 | 9 | 42 | 0.97 | 3.07 |
| **Bacterial invasion of epithelial cells** | 11 | 0 | 11 | 68 | -1.32 | 2.34 |
| **Endometrial cancer** | 11 | 2 | 9 | 52 | 0.65 | 2.34 |

# Supplementary material for: 8-Oxoguanine DNA Glycosylase (OGG1) Deficiency Increases Susceptibility to Obesity and Metabolic Dysfunction
**Source:** PLoS One. 2012 Dec 17;7(12):e51697. doi: 10.1371/journal.pone.0051697
**Supplement:** Methods S1 — Supporting Methods.

**Supporting Methods**

*Electron microscopy*

Fresh liver was minced on ice to 1 mm3 pieces in buffer containing 1.5% glutaraldehyde, 1.5% paraformaldehyde in 0.1M sodium cacodylate buffer, pH 7.4 with 0.05M sucrose and 0.25% CaCl2. After 2 hours of fixation at 4 deg C, tissues were transferred to buffer containing 0.1M sodium cacodylate and submitted to the electron microscopy core at OHSU for sectioning and visualization.

*DNA microarray*

Microarray experiments were conducted in the Affymetrix Microarray Core of the OHSU Gene Microarray Shared Resource. Gene expression was measured using the Mouse Gene ST GeneChip Array (Affymetrix, Inc., Santa Clara, Calif, [www.affymetrix.com](http://www.affymetrix.com/)). This is a single, high-density oligonucleotide array that contains perfect match (PM) probe sets representing transcripts from approximately 28,853 mouse genes. The procedures were as follows. 125 ng of total RNA was labeled, as described in the Ambion WT Expression kit Technical Manual: http://www.ambion.com/catalog/CatNum.php?4411974. The assay converts total RNA to sense-strand cDNA in three steps: (1) First strand synthesis: the total RNA was converted to cDNA using random primers with a T7 RNA polymerase binding site that selectively reverse transcribes non-ribosomal RNA (2) Second strand cDNA was generated using DNA Polymerase and was then converted to antisense cRNA in an *in vitro*-transciption reaction using T7 RNA polymerase (3) the antisense cRNA was then converted to sense strand cDNA with a dUTP incorporation. Fragmentation and labeling was performed using the Affymetrix GeneChip WT Terminal Labeling kit. Uniform cDNA fragmentation was achieved by utilizing the dUTP and a combination of uracil DNA glycosylase and apurinic/apyrimidinic endonuclease 1. The fragmented DNA was then labeled using terminal deoxynucleotidyl transferase in the presence of a proprietary biotinylated compound, GeneChip DNA Labeling Reagent Prior to hybridization to a GeneChip genome array, target quality was assessed by examining the yield of both the cRNA and single-stranded cDNA conversion using the Nanodrop 8000. Samples that failed quality control were discarded or relabeled. The fragmented and labeled sense-strand DNA was combined with biotinylated hybridization control oligomer and biotinylated control cRNAs for BioB, BioC, BioD and CreX (Affymetrix) in hybridization buffer. 1.8 mg of target was hybridized with the GeneChip Mouse Gene ST Array(Affymetrix) overnight, followed by washing, staining with streptavidin-phycoerythrin (Affymetrix), signal amplification with biotinylated anti-streptavidin antibody (Affymetrix), and a final staining step on the Fluidics Station 450 (Affymetrix). The distribution of fluorescent material on the processed array was determined using the GeneChip 3000 laser scanner (Affymetrix) with the 7G upgrade. Image inspection was performed manually immediately following each scan. The array image scan was processed with the Affymetrix GeneChip Command Console (AGCC) software. The GeneChip expression arrays contain control probe sets for both spiked and endogenous RNA transcripts (e.g., BioB, BioC, BioD, CreX and species-specific actin and GAPDH). Following image processing, array data was uploaded to the Affymetrix Expression Console for further processing and quality assessment. Three primary values were derived in Expression Console to assess overall assay performance: Pos_vs_neg_auc (a score of the detection of positive controls against the false detection of negative controls), Probe Set Mean, and the Probe Set RLE Mean (signal of each probe set was compared to the median signal value of this probe set in the study; mean of differences was calculated). In addition, the background mean and signal for hybridization control spikes (BioC, BioD and CreX) were monitored for consistency across the data set. Data distribution patterns were inspected using boxplots (probe level and gene level) and scatter plots. Assays demonstrating poor, marginal or unusual performance were flagged. Data visualization and exploratory analysis were conducted using GeneSifter web-based software, release 59.0 (GeoSpiza Inc., Seattle, WA). Affymetrix ".cel" files were uploaded to the GeneSifter web site with GC robust multiarray average (RMA) normalization. Correction for multiple testing was performed using the method of Benjamini and Hochberg (Benjamini and Hochberg, 1995) to derive a false discovery rate estimate from the raw p-values, and adjusted p-values less than or equal to 0.05 were considered statistically significant. Pairwise analysis of WT Chow vs. *Ogg1-/-* Chow and WT HFD vs. *Ogg1-/-* HFD was performed by t-test between the groups, followed by a Benjamini and Hochberg adjustment used to correct for false discovery rates. Tests for enrichment of common function among sets of differentially-expressed probe sets (DEPs) that were altered by at least 1.4-fold were carried out using data from the Gene Ontology (GO) annotations and the Kyoto Encyclopedia of Genes and Genomes (KEGG) in GeneSifter Kyoto Encyclopedia of Genes and Genomes (KEGG) Gene Ontology (GO) reportswere utilized to evaluate potential relationships between differentially expressed genes. KEGG and GO reports were evaluated by z-scores, with z-Scores greater than or equal to +2.0 or less than or equal to –2.0 taken as suggestive of biological significance, indicating that genes associated with a pathway appear either more (z score > 2.0) or less (z-score < -2.0) frequently in the experimental group (*Ogg1-/-*), compared to the control group (WT). z-Scores were calculated by GeneSifter with the formula z = (r – n R/N)/√{n(R/N)(1 – R/N)[1 – (n – 1/N – 1)]}, where R is the total number of genes meeting selection criteria, N is the total number of genes measured, r is the number of genes meeting selection criteria with the specified pathway, n is the total number of genes measured within a specific pathway. CEL files and probe set signals have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE35497. Complete lists of significant gene expression changes from Gene Sifter analyses are presented in Supporting tables S1 and S2.

In addition to data analysis by GeneSifter, the Affymetrix data was simultaneously submitted to Ingenuity Systems for analysis via Ingenuity iReport for Gene Expression Analysis. Ingenuity Pathways conducts gene expression analysis of microarray data using a Limma technique followed by filtering for statistical significance using Benjamini and Hochberg’s False Discovery Rate (FDR), with an FDR-adjusted p-value cutoff of 0.05. Further details on Ingenuity iReport Statistical Methods are available at <http://www.ingenuity.com/getireport/pdf/ingenuity_robust_unattended_microarray_analysis.pdf>. Complete lists of significant gene expression changes from iReport analyses are presented in Supporting tables S3 and S4.

How the deposited data were processed for this re-analysis (not part of the article)

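The data are the authors' deposited values for 24 livers of male mice on the Mouse Gene ST GeneChip array, 6 per group: WT and *Ogg1-/-* mice on chow, and WT and *Ogg1-/-* mice fed a HFD for 10 weeks, 1 array per mouse. Feeding began at 12 weeks of age in the paper and at 10 weeks in the sample labels. The methods describe mice backcrossed 21 times to C57BL/6J. The submitters' processing notes name robust multiarray averaging (RMA), and the deposited values are log2 signals per probe set, from 1.81 to 14.8. According to the methods, the counts in the paper came from GC-RMA values tested in GeneSifter and from limma in Ingenuity iReport. The folds of 507 of the 531 entries of the paper's Table S2 with a matched symbol, and of 7 of 7 in Table S1, lay within 0.01 of the fold of a probe set of that gene in the deposited values. No column was left out. Correlations between pairs of arrays ran from 0.952 to 0.993, and 0 pairs were identical.

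All 35556 probe sets were fitted in 1 model of the 4 groups with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes), on the deposited log2 values with no filter. The comparisons were *Ogg1-/-* against WT on chow, *Ogg1-/-* against WT on the HFD, the difference between these (the interaction), and HFD against chow in WT and in *Ogg1-/-* livers. A probe set was called at a p under 0.05, adjusted by the method of Benjamini and Hochberg over all probe sets, and a fold of at least 1.5, the thresholds of the paper's Tables S1 to S4. Symbols came from the platform table: 21789 probe sets have a single symbol, 1621 have several and 12146 are not named here, so that some genes are not reported here. Of the symbols, 21698 were matched through the Entrez identifier to the reference annotation. Each of 19938 genes is represented by its probe set with the highest mean signal.

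The text names the genes that the paper names in its results, Tables 1 and 2 and Figures 1D and 5, where measured. It also names the 10 genes with the largest rise and the 10 with the largest fall among called genes without overlap between the groups, and up to 4 members of each gene list with the largest change among those that passed, or the member with the smallest p. The values in the paper's own tables had been read by then, and the lists of clock genes, cholesterol synthesis, sex-biased genes and CAR and PXR targets were written after such genes had been noticed in Tables S1 and S2. A total of 46 gene lists covers metabolic pathways, the clock, stress and repair responses, and markers of liver cell types. Of these, 45 have at least 2 measured members, and the list of mitochondrially encoded genes has 0. In each list, the members with an adjusted p under 0.05 were counted, over all probe sets and over the list alone. The list was then compared with all other genes by camera, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists. With the axis as a covariate, camera was run with the preset correlation only. For single values per mouse, such as an axis score, an exact permutation test was used. Genes within 10 Mb of *Ogg1* were compared with all others by Fisher's exact test. As the genome build of the array annotation is not given in the sources used here, the GRCm38.p6 annotation served only for which genes are neighbours.

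In simulated data with the spread of these arrays, 66 of 100 probe sets with a 1.6-fold change on chow and 70 of 100 on the HFD were called, as were 99 of 100 with a 2.5-fold change in each diet. At most 2 unchanged probe sets were called. Splits of the real arrays called up to 583 on the HFD and 2298 between the diets in *Ogg1-/-* livers. The simulated number of false calls therefore need not hold for these arrays. The number of arrays limits the precision. The alternatives were a replicate block, median centring, centring on reference genes, quantile normalization, leaving out dim probe sets, array weights, a trended robust prior, a fit of the 12 arrays of each diet alone, the methods' t-test, 1 probe set per gene, the mean over probe sets (for gene lists only), other fold thresholds, other windows around *Ogg1*, and leaving out each array in turn. Replicate numbers were tested as pairs: over 36 pairs of groups and replicates, correlations of residuals ran from -0.27 to 0.43 with a median of -0.03, so replicates were not treated as paired. With the replicate number as a block, 80 probe sets were called on chow, 2092 on the HFD, 1 in the interaction, and 120 and 1112 between the diets in WT and *Ogg1-/-* livers. An alternative with each array's score on the main axis of variation within the chow groups as a covariate was chosen after seeing the data. The qPCR, plasma, body weight and calorimetry measurements of the paper were not analysed here.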

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

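The tests of the clock genes and of the genes near *Ogg1* with the axis as a covariate were chosen after the values had been seen.

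More probe sets were lower than higher in HFD-fed *Ogg1-/-* livers, 81.5% of those called, whereas with no fold threshold 3648 were higher and 3397 lower. Centring of the arrays is argued against, as at least 77.5% of the called probe sets were lower after median centring and after quantile normalization. An axis of variation also present between mice of 1 group is a candidate explanation, as the main axis within the chow groups correlated across probe sets, which are not independent replicates, with the HFD difference (r = 0.683, 0.594 without replicate 1 of the *Ogg1-/-* livers, and 0.461 from the WT chow livers alone, which is under the 0.5 set for the test). RNA quality that keeps short messenger RNAs stays open. The ribosomal protein genes had a median log2 difference of 0.18, but the rise named in advance was not met in camera with an estimated correlation (p = 0.423 for ribosomal proteins and 0.111 for oxidative phosphorylation). Across 19920 genes, which are not independent replicates, the HFD difference was lower in genes of longer span (Spearman correlation -0.266). Gene span is not the length of the messenger RNA, and measures of RNA integrity are not given in the sources used here. An effect of OGG1 loss that moves HFD-fed livers along the same axis also stays open, and was not tested apart from it.

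Of 16 measured clock genes, which the paper's text does not discuss, 8 were called in both diets. The axis as the whole source is argued against, as 6 of the 8 stayed called in both diets with it as a covariate. Livers of the genotypes taken at different times of day cannot be told apart from an effect of OGG1 loss on the clock, because each group is 1 genotype and the hour of collection is not given in the sources used here. All *Ogg1-/-* livers lay above all WT livers on the clock score, by 1.37 on chow and by 0.30 on the HFD. Which of the 2 may account for the shift is open.

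Within 10 Mb of *Ogg1*, 5 of 147 genes were called in both diets in the same direction, against 26 of 19771 elsewhere (odds ratio 26.7, 95% interval 7.90 to 71.9, two-sided Fisher's exact p = 2.98e-06). They were *Mug2* and *Gm10319*, and with log2 differences on chow and the HFD, *Sumf1* (0.68 and 0.63), *Bid* (-0.75 and -1.02) and *Apobec1* (-0.84 and -1.28), of which *Sumf1*, *Bid* and *Apobec1* were named after their values were seen. The axis as the whole source is argued against, as 3 of the 5 stayed called in both diets with it as a covariate. DNA of another strain kept around the targeted allele is a candidate explanation, although none of the 77 genes within 5 Mb was called in both diets by limma. Whether such DNA changes the transcripts or the binding of probes, and whether OGG1 loss acts on these genes, was not tested.

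The genotype difference of *Tmeff2* changed with diet by -1.17 on the log2 scale (standard error 0.14, adjusted p = 0.000415 from limma), being 1.30 on chow (adjusted p = 6.38e-08) and 0.13 on the HFD (adjusted p = 0.4). Its probe set is among the dim ones, with a mean of 4.94 in WT livers on chow. With dim probe sets left out, the interaction had 0 calls. Between the diets, which the paper does not compare on the arrays, 137 probe sets were called in WT livers and 1107 in *Ogg1-/-* livers. Among gene groups that the paper's text does not discuss, 13 genes of cholesterol synthesis and uptake, 9 male-biased liver genes and 14 interferon-induced genes were lower in *Ogg1-/-* livers on the HFD.

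In 100 splits of the arrays, the real one included, the other splits called at most 1 probe set on chow (real value 86), 583 on the HFD (real value 2095) and 2 between the diets in WT livers (real value 137), and as many as the real split in 1 of 100 each, so chance can be excluded for these. For the 5 genes near *Ogg1* the splits decide nothing (1 of 100 as many, highest other 0), because none of the other chow splits called more than 1 probe set. For the interaction, 3 of 100 regroupings called as many as the real value of 1, and the highest other called 256, which points to a structure of the samples. The regroupings decide nothing here, because a single call already stands for an adjusted p under 0.05. Chance cannot be excluded for the diet effect in *Ogg1-/-* livers, where 5 of 100 splits called as many as the real 1107 and the highest other called 2298, again a sign of a structure of the samples. It cannot be excluded either for the number of gene lists called by camera, 9 on chow (76 of 100 splits as many, highest other 19) and 13 on the HFD (26 of 100, highest other 19).

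In 240 groups of 6 livers, 22 had 1 liver far from the others by Dixon's ratio, where chance gives about 1 in 20 groups, and 14 of the 22 were replicate 1 of the *Ogg1-/-* livers on chow. The ratios of that liver, with its log2 value and the mean of the other 5 livers, were 0.68 for *Ppargc1a* (6.40 and 7.40), 0.72 for *Etfdh* (9.18 and 10.95), 0.865 for *Acadm* (10.59 and 11.90), 0.732 for *Mdh1* (10.90 and 12.22), 0.654 for *Fh1* (9.85 and 11.28), 0.748 for *Idh3a* (7.83 and 9.06) and 0.732 for *Pdha1* (8.99 and 10.05). They were 0.638 for *Sucla2* (9.16 and 10.41), 0.651 for *Aco1* (10.64 and 11.31), 0.781 for *Sdha* (11.16 and 11.99), 0.664 for *Mug2* (8.02 and 9.80), 0.836 for *Idi1* (10.01 and 11.14), 0.745 for *Fermt2* (7.97 and 9.89) and 0.651 for *Pnpt1* (5.83 and 7.93). The others were 0.637 for *Ogg1* in WT chow replicate 4 (6.26 and 6.51), 0.65 for *Sucla2* in WT chow replicate 6 (10.55 and 10.36), 0.738 for *Ciart* in *Ogg1-/-* chow replicate 2 (7.87 and 9.34), 0.6254 for *Pfkl* in WT HFD replicate 5 (8.37 and 7.96), 0.629 for *Eci2* in WT HFD replicate 2 (10.70 and 10.17), 0.774 for *Clpx* in WT HFD replicate 3 (8.61 and 9.36), 0.676 for *Camk1d* in *Ogg1-/-* HFD replicate 1 (6.94 and 7.45) and 0.689 for *Nxpe2* in *Ogg1-/-* HFD replicate 5 (7.91 and 8.39).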

How the results depend on the processing

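The fit with the axis as a covariate was chosen after seeing the data. With no fold threshold, 170 probe sets were called on chow, 7045 on the HFD, and 329 and 3388 between the diets in WT and *Ogg1-/-* livers. On chow, a fit of the 12 chow arrays alone called 43 and the methods' t-test called 25. On the HFD, 1 probe set per gene gave 1251 calls, with fewer probe sets tested. Array weights gave 16 calls in the interaction, 210 for diet in WT and 2123 for diet in *Ogg1-/-* livers, and with dim probe sets left out the interaction had 0, as *Tmeff2* is among the dim ones. With the axis as a covariate, 191 were called on the HFD and 286 for diet in *Ogg1-/-* livers, and the share of lower calls on the HFD was 40.3%. With an estimated correlation, camera called 2 lists on chow and 1 on the HFD. The odds ratio near *Ogg1* was 0 at 5 Mb (0 of 77 genes), 11.6 at 20 Mb, 11.8 with no fold threshold and 36.8 with the covariate. Except where the construction is named, the cause was not tested.

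Some differences on chow that had not passed turned positive: *Idh3a* at 0.13 and *Pdha1* at 0.084 with array weights, and with the covariate *Cpt1a* at 0.079, *Acadm* at 0.009, *Dld* at 0.025, *Fh1* at 0.076, *Idh3a* at 0.22, *Pdha1* at 0.14 and *Sucla2* at 0.12. On the HFD, *Sucla2* was at 0.032 with the covariate, and *Fasn* turned negative, from 0.09 to -0.076. The Table 2 list on chow turned to an adjusted p of 0.621. The cause of these changes was not tested.

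Without 1 array in turn, the calls ran from 60 (without WT replicate 4) to 322 (without *Ogg1-/-* replicate 6) on chow and from 1542 to 2522 on the HFD, and camera called 8 to 11 lists on chow and 12 to 13 on the HFD. The chow differences ran from -0.13 to 0.15 for *Idh3a*, from -0.16 to 0.086 for *Pdha1* and from -0.27 to 0.021 for *Sucla2*, each highest without *Ogg1-/-* replicate 1. On the HFD they ran from -0.27 (without WT replicate 2) to 0.24 (without WT replicate 6) for *Fasn* and from -0.11 (without WT replicate 2) to 0.13 (without WT replicate 1) for *Scd1*.

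Under the alternatives set in advance other than leaving out arrays, named genes stayed on the same side of the threshold in the same direction in 2193 comparisons, against 71 that lost the call, 18 that gained it and 2 that reversed; for lists these numbers were 687, 26, 5 and 0. With each array left out in turn the numbers were 2540, 177, 38 and 5 for genes and 1057, 12, 11 and 0 for lists. In the covariate fit they were 138, 84, 0 and 8 for genes and 72, 11, 6 and 1 for lists. Some small changes of sign are not counted as reversed. *Fasn* on the HFD, for example, went from 0.09 to -0.076 in the covariate fit (adjusted p = 0.951). Dim probe sets near the background limit what can be called.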

Differences from the paper's values

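Except for the fit with the axis as a covariate, the alternatives named here were set before the data were examined, and the thresholds are the paper's. On chow, the paper's count is 26 probesets, 10 upregulated and 16 downregulated, and the count here was 86, with 35 higher and 51 lower. Of the alternatives, the methods' t-test gave counts within 1.5 times of the paper's (25, with 10 higher and 15 lower), and the others did not. On the HFD, the paper's text gives 132 upregulated and 388 were higher here. The setting with 1 probe set per gene gave 157, and the others lay more than 1.5 times above the paper's value. The fit with the axis as a covariate, chosen after seeing the values, gave 114 higher, which is within 1.5 times of 132, but 77 lower, and it drops 997 of the 1055 genes of the paper's Table S4 that were called here. The paper's Table S2 itself lists 251 upregulated and 1321 downregulated entries, where its text gives 132 and 1440. Against the table's 251, 388 is more than 1.5 times as many, while the counts were within that range under the methods' t-test (333), reference gene centring (369), with dim probe sets left out (335), under the trended robust prior (368), and without replicate 1, 4 or 6 of the WT livers (340, 283 and 260) or replicate 1, 2, 4 or 6 of the *Ogg1-/-* livers (323, 327, 335 and 354). It was not within it for the fit of the HFD arrays alone (394), the replicate block (381), median centring (453), quantile normalization (414), array weights (383), 1 probe set per gene (157), a fold of 1.4 (790), no fold threshold (3648) or the other arrays left out.

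For *Ciart*, the paper's iReport fold is 4.05 on chow and 3.70 on the HFD, and the fold here was 6.42 and 5.77. The paper's own GeneSifter tables list 6.42 and 5.24 on chow and 5.77 and 4.44 on the HFD, the folds of the 2 probe sets here, of which the second lies within 1.5 times of the iReport fold in both diets. Among the alternatives run for single genes, which do not include the mean over probe sets, the chow fold came within 1.5 times of the paper's without replicate 1, 4 or 6 of WT or 3 of *Ogg1-/-* livers (5.92 to 6.04), and under none of the others. On the HFD the fold came within 1.5 times of the paper's or within the SD between mice after quantile normalization (5.68), with array weights (5.59) and without replicate 4, 5 or 6 of WT or 3, 4 or 6 of *Ogg1-/-* livers (5.24 to 5.64), and under none of the others. With the axis as a covariate, chosen after seeing the values, both folds also came within 1.5 times of the paper's, and that fit drops 5 of the 28 genes of Table S3 that were called here.

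The paper states that *Acc*, *Fas* and *Scd1* were lower in HFD-fed *Ogg1-/-* livers, next to its array and qPCR data. On the arrays the log2 differences were -0.58 for *Acaca* (adjusted p = 0.106 from limma), 0.09 for *Fasn* and 0.06 for *Scd1*. *Acaca* passed without WT replicate 2 or 3 on the HFD, and was at -0.30 with the axis as a covariate (adjusted p = 0.622). By qPCR the paper finds *Pgc-1β* lower on the HFD, and on the arrays *Ppargc1b* differed by 0.13 (adjusted p = 0.319 from limma). For *Pgc-1α* on chow, which the paper finds lower by qPCR, the array difference was -0.57 (adjusted p = 0.149 from limma). With the axis as a covariate it was -0.30 (adjusted p = 0.582). Of the 8 genes of Table 2, which the paper takes from its significant probe sets, 6 passed here at an adjusted p under 0.05 and *Sucla2* (adjusted p = 0.0962) and *Sdha* (adjusted p = 0.0883) did not. Both passed in the fit of the HFD arrays alone (0.0104 and 0.013), under the methods' t-test (0.0187 and 0.0113) and with array weights (0.00764 and 0.00774), and *Sdha* passed after quantile normalization (0.0417). The paper finds *Ogg1*, *Neil1* and *Nth1* higher on the HFD than on chow in WT livers by qPCR. On the arrays these differences were -0.01 for *Ogg1* (adjusted p = 0.95), 0.09 for *Neil1* (adjusted p = 0.696) and 0.03 for *Nthl1* (adjusted p = 0.906, all from limma). In *Ogg1-/-* livers, where the paper also finds *Neil1* and *Nth1* higher on the HFD, *Neil1* rose by 0.28 (adjusted p = 0.0496) and *Nthl1* by 0.27 (adjusted p = 0.0392, both from limma). For *Cpt-1*, which the paper finds higher on the HFD in WT livers by qPCR, *Cpt1a* differed by 0.40 (adjusted p = 0.129 from limma), and in *Ogg1-/-* livers, where the paper states no similar rise, by 0.09 (adjusted p = 0.695 from limma).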

Other observations

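All tests in this part were planned, except those with the axis as a covariate. Between the diets, WT livers on the HFD differed from WT livers on chow in 137 probe sets, 73 higher and 64 lower. Of the 12 clock genes opposite in phase to *Arntl*, 8 were higher on the HFD in WT livers (adjusted p = 0.0115 in camera with an estimated correlation), and *Ciart* was higher by 1.51 on the log2 scale (adjusted p = 0.0173 from limma). *Cyp2b9*, which encodes a cytochrome P450, rose by 5.97 (adjusted p = 1.07e-05 from limma). Among 21 genes of mitochondrial fatty acid oxidation 3 were higher, and among 18 male-biased liver genes 3 were lower (adjusted p = 0.354 and 0.124 with an estimated correlation). When adjusted over the list alone, 5 of the former were higher and 9 of the latter lower. In *Ogg1-/-* livers 1107 probe sets were called, 237 higher and 870 lower on the HFD. Of 17 genes of lipid droplets and of PPAR gamma, 7 were higher, among them *G0s2*, an inhibitor of triglyceride lipase, by 1.78 (adjusted p = 0.000219 from limma) and *Cidec*, a protein of lipid droplets, by 1.70 (adjusted p = 0.0225 from limma). This list had adjusted p = 0.528 in camera with an estimated correlation. The genes named here for the diet effects were chosen after their values were seen. Of 21 genes of cholesterol synthesis 10 were lower, and of the male-biased genes 12 of 18 were lower (adjusted p = 0.517 and 0.268 with an estimated correlation). When adjusted over the list alone, 15 and 14 were lower. Chance could not be excluded for the size of this diet effect in *Ogg1-/-* livers.

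On the HFD, all 3 measured genes of fatty acid oxidation in the paper's Figure 5, *Cpt1a*, *Ppara* and *Ppargc1a*, were lower in *Ogg1-/-* livers, and camera called this list (adjusted p = 0.0195, and 0.626 with an estimated correlation). The gene groups that follow had members that passed the test, none with a call in camera (adjusted p from 0.143 to 0.946). Counts adjusted over the list alone are given in brackets, higher first. Of 19 genes of base excision repair, 4 were higher and 1, *Ogg1* itself, was lower in *Ogg1-/-* livers (5 and 2). *Neil1* rose by 0.44 (adjusted p = 0.00329 from limma) and *Nthl1* by 0.35 (adjusted p = 0.00636), both of them DNA glycosylases, as is *Ung*, which rose by 0.41. Of 17 genes of p53 and the DNA damage response, 1 was higher and 6 were lower (2 and 6), with *Mdm2*, which encodes the ligase of p53, at -0.77 and *Trp53inp1* at -0.77. Of 21 genes of oxidative stress and NRF2, 6 were higher and 2 lower (7 and 3), with *Sod2*, the mitochondrial superoxide dismutase, at 0.31 and *Gclc*, which starts glutathione synthesis, at -0.71. Of 9 glycolytic genes 2 were higher (4 and 0), *Pfkl* by 0.46 (1.38-fold, adjusted p = 0.00331 from limma) and *Pfkm* by 0.22. *Cpt1a* fell by 0.40 (adjusted p = 0.0242 from limma) and *Ppara* by 0.37 (adjusted p = 0.0456 from limma). Of 17 genes of gluconeogenesis and glycogen 3 were higher and 2 lower (5 and 3), of 18 PPAR alpha targets 3 and 4 (5 and 4), of 10 heat shock genes 3 and 1 (3 and 1), with *Hspe1* at 0.65 and *Hsp90aa1* at -1.05, and of 31 proteasome genes 9 and 9 (10 and 9). Of 18 genes of mitochondrial biogenesis, 3 were higher and 5 lower (6 and 7). In the fit with the axis as a covariate, *Sod2* and *Hspe1* passed (adjusted p = 0.0202 and 0.0109), and *Neil1*, *Nthl1*, *Ung*, *Mdm2*, *Trp53inp1*, *Gclc*, *Pfkl*, *Pfkm*, *Cpt1a*, *Ppara* and *Hsp90aa1* did not (adjusted p from 0.0707 to 0.747). The list counts in that fit, higher first, were 0 and 1 for base excision repair and 1 and 0 for p53. They were 2 and 0 for oxidative stress, 0 and 0 for glycolysis and 2 and 0 for gluconeogenesis and glycogen. For PPAR alpha targets they were 0 and 0, for heat shock 1 and 0, for the proteasome 1 and 1. For mitochondrial biogenesis they were 1 and 0.

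Among cell type markers on the HFD, 3 of 15 of stellate cells and fibrosis were lower, with *Lrat* at -0.96 and *Dcn* at -0.85 (adjusted p = 0.107 and 0.0616 with the axis as a covariate). Of 13 hepatocyte markers, of 7 B and plasma cell markers and of 7 cholangiocyte markers, 1 each was lower, and of 3 erythroid markers 1 was higher. Of 6 adipocyte markers and 7 pancreatic acinar markers, 0 passed in limma, and 0 and 1 did at an unadjusted p under 0.05. Of 10 reference genes, *Hprt* was higher by 0.50 and *Tbp* was at -0.47 (adjusted p = 0.00691 and 0.215 with the covariate). On chow, 10 of 22 interferon-induced genes were lower and 2 higher when adjusted over the list alone. Over all probe sets 0 passed in limma, where 11 were lower and 3 higher at an unadjusted p under 0.05.

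Across probe sets, which are not independent replicates, the chow and HFD genotype differences correlated with r = 0.661, and with r = 0.371 with the axis as a covariate, where 33 probe sets were called in both diets.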
